# Stroke subtype-dependent synapse elimination by reactive gliosis in mice

**DOI:** 10.1038/s41467-021-27248-x

**Published:** 2021-11-26

**Authors:** Xiaojing Shi, Longlong Luo, Jixian Wang, Hui Shen, Yongfang Li, Muyassar Mamtilahun, Chang Liu, Rubing Shi, Joon-Hyuk Lee, Hengli Tian, Zhijun Zhang, Yongting Wang, Won-Suk Chung, Yaohui Tang, Guo-Yuan Yang

**Keywords:** Stroke, Glial biology, Cellular neuroscience

## Abstract

The pathological role of reactive gliosis in CNS repair remains controversial. In this study, using murine ischemic and hemorrhagic stroke models, we demonstrated that microglia/macrophages and astrocytes are differentially involved in engulfing synapses in the reactive gliosis region. By specifically deleting MEGF10 and MERTK phagocytic receptors, we determined that inhibiting phagocytosis of microglia/macrophages or astrocytes in ischemic stroke improved neurobehavioral outcomes and attenuated brain damage. In hemorrhagic stroke, inhibiting phagocytosis of microglia/macrophages but not astrocytes improved neurobehavioral outcomes. Single-cell RNA sequencing revealed that phagocytosis related biological processes and pathways were downregulated in astrocytes of the hemorrhagic brain compared to the ischemic brain. Together, these findings suggest that reactive microgliosis and astrogliosis play individual roles in mediating synapse engulfment in pathologically distinct murine stroke models and preventing this process could rescue synapse loss.

## Abstract (web summary)

Microglia and astrocytes clear neuronal debris after stroke, whether glia remain phagocytic and cause synapse loss at the subacute stage remains unknown. Here, the authors show in a murine model of ischemic stroke that inhibition of phagocytosis by MEGF10 and MERTK deletion in microglia and astrocytes attenuated damage and improved neurological outcomes by preventing synapse loss.

## Introduction

Both ischemic and hemorrhagic stroke are the leading causes of death and disability worldwide^1^. At the recovery stage of ischemic and hemorrhagic stroke, microglia/macrophages, reactive astrocytes, and NG2 glia highly proliferate and start to form reactive gliosis, eventually forming glial scars in the lesion area^2^. The glial scar is traditionally considered a physical and chemical barrier to central nervous system (CNS) regeneration, as it forms dense isolation and creates an inhibitory environment for axon regeneration and remyelination^3,4^. However, accumulating evidence has demonstrated that glial scar formation also aides CNS axon regeneration^5–7^. A better understanding of the physiological function of reactive gliosis is critical for developing precise therapy.

Microglia and astrocytes are highly responsive resident brain cells that dramatically change their features in response to stroke^8,9^. Transcriptomic profiling showed that both microglia and astrocytes were enriched in synapse engulfment pathway-related genes, including phagocytic receptors, intracellular molecules, and opsonins^10^. Astrocytes use the MEGF10 and MERTK phagocytic pathways while microglia/macrophages use the classical complement pathway to mediate synapse elimination in developing^11,12^, and diseased brains^13,14^. In stroke brain, dead neurons and synaptic debris in microglia, macrophages, and astrocytes were observed^15,16^. Although microglia/macrophage and astrocyte-mediated phagocytosis are generally assumed to be necessary for clearing synaptic debris and beneficial for brain recovery, recent studies have suggested that phagocytic microglia/macrophages and astrocytes also damage live synapses in Alzheimer’s disease^17,18^ and viable neurons in stroke^19^. Microglia/macrophages phagocytose viable neurons through MFG-E8 and MERTK at the acute stage of ischemic stroke, and inhibiting this process prevents delayed loss and death of functional neurons^19^. Although previous studies have highlighted the important roles of microglia/macrophages and astrocytes in neuronal debris clearance during the early stage of stroke, whether they are still phagocytic and cause synapse loss at the subacute and recovery stages remains largely unknown.

In the present study, we identified a role for reactive microgliosis and astrogliosis in engulfing synapses in the poststroke repair and remodeling stage. Compared with the previous view that glial phagocytosis has a protective role in stroke, we demonstrated that reactive microgliosis and astrogliosis hinder brain repair by engulfing synapses, and specific inhibition of this phagocytosis before glial scar maturation has beneficial consequences, including reducing synapse loss and improving neurobehavioral outcomes. More importantly, we further showed that reactive microgliosis- and astrogliosis-mediated phagocytosis are stroke subtype-dependent, providing therapeutic targets and potential treatment strategies in different stroke subtypes.

## Results

### Phagocytosis of synapses by microglia/macrophages and astrocytes in ischemic and hemorrhagic stroke mice

Experiments were designed as shown in Supp. Fig. 1. To determine whether reactive microglia/macrophages and astrocytes become phagocytic after stroke, the phagocytic biomarker Mac-2^20^, was costained with the microglia/macrophage marker Iba-1 and astrocyte marker GFAP at 1, 3, 7, and 14 days after stroke. In ischemic stroke, Mac-2 was found in both microglia/macrophages and astrocytes (Fig. 1a). Interestingly, Mac-2 expression in microglia/macrophages peaked at day 3 after middle cerebral artery occlusion (MCAO) and then gradually reduced at day 7 and day 14, whereas Mac-2 expression in astrocytes was elevated from day 1 to day 14 (Fig. 1a). Similarly, Mac-2 was also colocalized with microglia/macrophages and astrocytes in the hemorrhagic mouse brain (Fig. 1g). By quantifying the number of Mac-2^+^/Iba-1^+^ microglia/macrophages and Mac-2^+^/GFAP^+^ astrocytes in the gliosis region at 14 days after MCAO, we found that 25% of microglia/macrophages and 50% of astrocytes expressed Mac-2 (Fig. 1e). Three days after hemorrhagic stroke, >50% of microglia/macrophages and only 20% of astrocytes expressed Mac-2. The number was gradually reduced at day 7 and day 14, with 25% of microglia/macrophages and only 5% of astrocytes expressing Mac-2 (Fig. 1k).

**Fig. 1:**
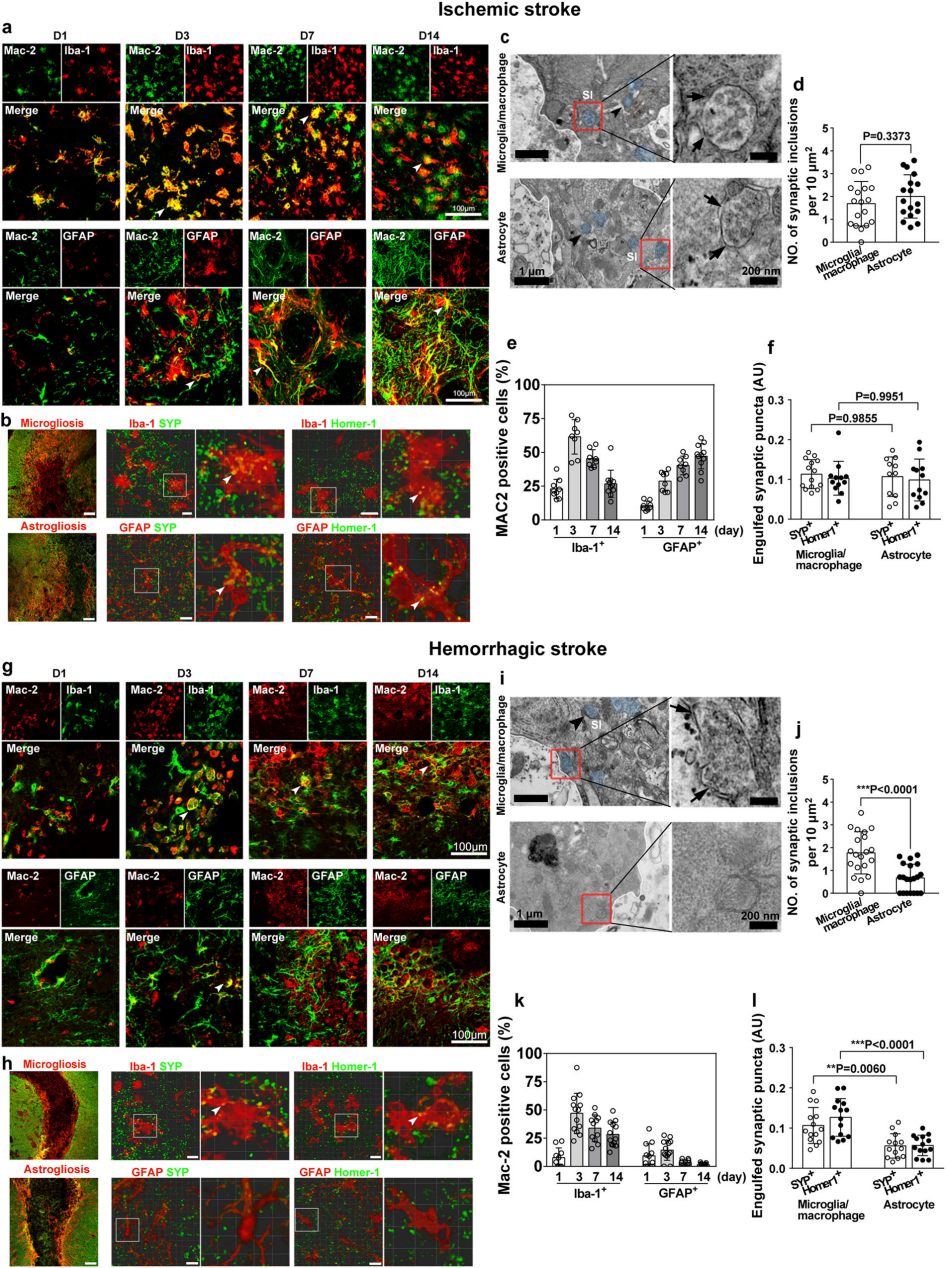
Engulfment of synapses by microglia/macrophages and astrocytes in the gliosis region in ischemic and hemorrhagic stroke. Representative single-plane images showed immunostaining of Iba-1 (green), GFAP (green), and Mac-2 (red) in the perifocal region at 1, 3, 7, and 14 days after ischemic stroke (**a**) and hemorrhagic stroke (**g**). Arrowheads indicate Mac-2 expression in glial cells. Bar = 100 µm. Percentage of Iba-1^+^/Mac-2^+^ and GFAP^+^/Mac-2^+^ cells at different time points after ischemic (**e**) and hemorrhagic stroke (**k**). **b**, **f** Confocal images showed presynaptic protein synaptophysin (SYP^+^, green) and postsynaptic protein Homer-1^+^ (green) were engulfed by Iba-1^+^ microglia/macrophages (red) and GFAP^+^ astrocytes (red) in the reactive gliosis region at 14 days after MCAO. Left panel, low magnification of gliosis region in ischemic striatum; glial cell, red; synapse, green. Arrowheads indicate engulfed synapses. Bar = 100 µm and 10 µm. **c**, **d** TEM images showed engulfed synapses (blue) were contained in the cytoplasm of microglia/macrophages and astrocytes in the gliosis region following MCAO. High magnification images (right panel) from the box showed the engulfed synaptic structures with multivesicular and irregular membrane morphology (arrows) in microglia/macrophages and astrocytes. Bar = 1 µm and 200 nm. **h**, **l** Confocal images showed SYP^+^ (green) and Homer-1^+^ (green) were engulfed by Iba-1^+^ microglia/macrophages (red) in the microgliosis area, but few SYP^+^ (green) and Homer-1^+^ (green) were detected in GFAP^+^ astrocytes (red) in the astrogliosis area in the hemorrhagic brain. Left panel, low magnification of gliosis region in hemorrhagic striatum, glial cell, red; synapse, green. Arrowheads indicate engulfed synapses in microglia/macrophages. Bar = 100 µm and 5 µm. **i**, **j** TEM images showed engulfed synapses (blue) localized in the cytoplasm of microglia/macrophages but not in astrocytes following hemorrhagic stroke. High-magnification images (right panel) from the box (left panel) showed the synaptic inclusions (arrow) in microglia/macrophages but not in astrocytes. Bar = 1 µm and 200 nm. *SI* synaptic inclusion, *AU* arbitrary units. Statistics are derived from 18, 17 cells (**d**) and 20, 20 cells (**j**) (from left to right), *n* = 3 mice per group. Statistics are derived from 9, 8, 8, 11, 8, 8, 8, 11 slices (**e**) and 10, 13, 11, 13, 12, 13, 10, 11 slices (**k**) (from left to right), *n* = 4 mice per group. Statistics are derived from 14, 12, 11, 12 slices (**f**) and 14, 14, 13, 14 slices (**l**) (from left to right), *n* = 4 mice per group. **d**, **j** two-sided, unpaired Student’s *t* test. **f**, **l** two-way ANOVA followed by Tukey’s test. Data are mean ± SD. Source data are provided as a Source Data file.

Following stroke, reactive microglia/macrophages and astrocytes become highly proliferative and form gliosis regions to isolate the necrotic area from the rest of the brain (Fig. 1b, h). We then investigated whether activated microglia/macrophages and astrocytes could phagocytose synapses in ischemic and hemorrhagic mouse brains. We found that 14 days after ischemic stroke, astrocytes and microglia/macrophages engulfed synaptic elements immunolabeled for both presynaptic (synaptophysin, SYP) and postsynaptic (Homer-1) proteins in the microgliosis and astrogliosis areas (Fig. 1b). Confocal imaging demonstrated that SYP^+^ presynaptic protein and Homer-1^+^ postsynaptic protein were detected inside microglia/macrophages and astrocytes (Fig. 1b, f), indicating that entire synapses were engulfed. However, 14 days after hemorrhagic stroke, both SYP^+^ and Homer-1^+^ proteins were engulfed by microglia/macrophages but few were engulfed by astrocytes (Fig. 1h, l). To distinguish the engulfing contribution of resident microglia and infiltrated macrophages, we used the microglia-specific marker P2RY12^21^ and macrophage-specific marker F4/80^22^, colabeled with synaptic markers (Supp. Fig. 2). The number of phagocytic microglia (P2RY12^+^/SYP^+^ and P2RY12^+^/Homer-1^+^ cells) and phagocytic macrophages (F4/80^+^/SYP^+^ and F4/80^+^/Homer-1^+^ cells) was quantified. We found that microglia contributed more to engulfing synapses than macrophages in both ischemic and hemorrhagic stroke.

To further confirm that reactive microglia/macrophages and astrocytes completely engulfed synaptic materials, the gliosis area was imaged using transmission electron microscopy (TEM). Immunolabeled microglia/macrophages and astrocytes were recognized by their 3,3′-diaminobenzidine (DAB) electron-dense precipitates within the cytoplasm (Supp. Fig. 3). Consistent with the immunostaining results, TEM data showed reactive microglia/macrophages and astrocytes containing synaptic elements, which were located in the cytoplasm at 14 days after ischemic stroke (Fig. 1c). Statistical analysis showed that microglia/macrophages and astrocytes contribute similarly to engulfing synaptic vesicles (Fig. 1d). Magnified views of the engulfed synaptic structure displayed multivesicular and irregular membrane morphology (Fig. 1c), suggesting that the material was in the process of active degradation. However, synaptic elements were mainly detected in the cytostome of microglia/macrophages but rarely detected in astrocytes in the hemorrhagic mouse brain (Fig. 1i, j).

### Both inhibitory and excitatory synapses were engulfed by microglia/macrophages and astrocytes, and digested through lysosomal pathways

To investigate which types of synapses were engulfed in the stroke mouse brain, we utilized recently developed synapse phagocytosis sensors^23^. Adeno-associated virus (AAV) carrying fluorescent phagocytosis reporters for inhibitory postsynapses (hsyn-Gephyrin-mCherry-eGFP) and excitatory postsynapses (hsyn-PSD95-mCherry-eGFP) was injected into the striatum region of the mouse brain. GFP (pKa 6.0) and RFP (pKa 4.5) show different sensitivities to the lysosomal environment. Lysosomal hydrolases degrade GFP first so that GFP fluorescence is attenuated in lysosomes, whereas RFP fluorescence is stable in lysosomes^24^. Based on this principle, we found that inhibitory postsynapses (InhiPost) and excitatory postsynapses (ExPost) were engulfed by both microglia/macrophages and astrocytes in the ischemic brain (Fig. 2a, d), and microglia/macrophages and astrocytes did not show a preference for phagocytosis of excitatory and inhibitory synapses, which might contribute to protection against synaptic excitatory/inhibitory imbalance (Fig. 2b, e). Detailed analysis of synaptic puncta inside the glial process showed that in the ischemic brain, the cellular or extracellular localization of mCherry-GFP and mCherry-alone puncta was similar in both microglia/macrophages and astrocytes (Fig. 2c, f). In the hemorrhagic brain, most of InhiPost and ExPost were engulfed by microglia/macrophages (Fig. 2g, j), and microglia/macrophages and astrocytes did not show a preference for phagocytosis of excitatory and inhibitory synapses (Fig. 2h, k). For microglia/macrophages, approximately half of mCherry-alone puncta were inside glial cells, and <15% of mCherry-alone puncta were outside of glial cells (Fig. 2i); for astrocytes, there was over 30% of mCherry-alone puncta localized outside of glial cells (Fig. 2l), the proportion was much higher than that of microglia/macrophages, indicating astrocytes engulfed fewer synapses in the hemorrhagic brain.

**Fig. 2:**
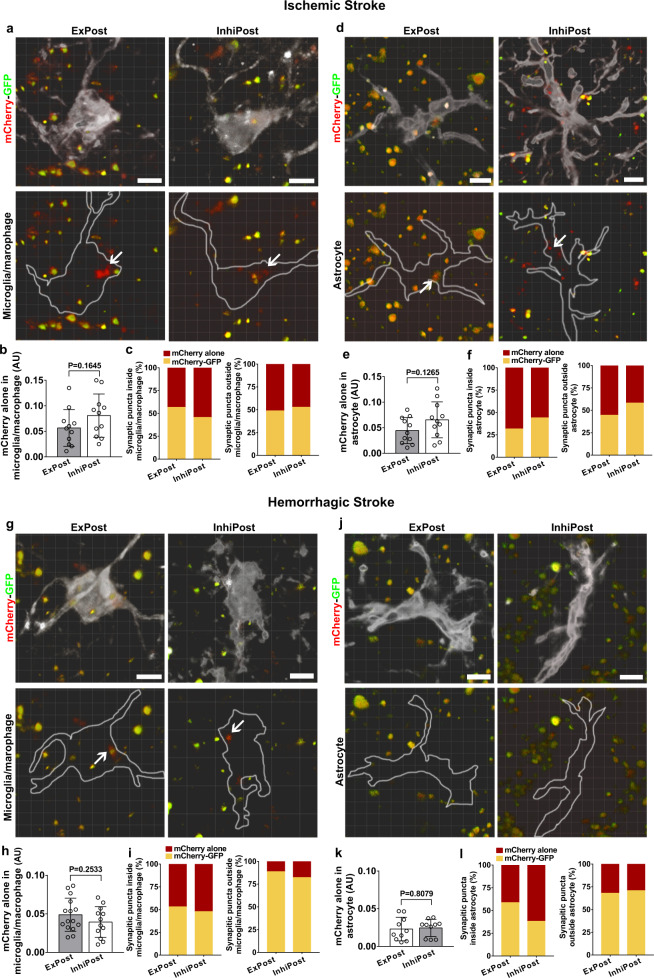
Microglia/macrophages and astrocytes engulfed both excitatory and inhibitory synapses in stroke mice. Colocalization assays showed microglia/macrophages (**a**, Iba-1^+^, white) and astrocytes (**d**, GFAP^+^, white) engulfed excitatory postsynaptic and inhibitory postsynaptic elements in the gliosis region at 14 days after MCAO. Arrows indicate mCherry-alone puncta within microglia/macrophages or astrocytes. Quantification comparing the volume of mCherry-alone synapses inside microglia/macrophages (**b**) or astrocytes (**e**). **b**, **e** Statistics are derived from 11 slices, *n* = 4 mice per group. Quantification showing the percentage of synaptic puncta inside/outside microglia/macrophages (**c**) or astrocytes (**f**) in the ischemic brain. Colocalization images showed mCherry-alone puncta within microglia/macrophages (**g**, white) or astrocytes (**j**, white) in the hemorrhagic brain. Quantification comparing the volume of mCherry-alone synapses inside microglia/macrophages (**h**) or astrocytes (**k**). Statistics are derived from 15, 12 slices (**h**) and 10, 10 slices (**k**) (from left to right), *n* = 4 mice per group. Quantification showing the percentage of synaptic puncta inside/outside microglia/macrophages (**i**) or astrocytes (**l**) in the hemorrhagic brain. Scale bar = 10 µm. *ExPost* excitatory postsynapse, *InhiPost* inhibitory postsynapse. *AU* arbitrary units. **b**, **e**, **h**, **k**, two-sided, unpaired Student’s *t* test. Data are mean ± SD.

In our study, we also notified GFP-negative mCherry puncta outside the labeled glial cells, which can originate from two different sources. First, as we labeled microglia/macrophages and astrocytes separately in Fig. 2, most mCherry puncta outside the labeled cells were likely located in nonlabeled microglia/macrophages or astrocytes. Second, in our previous publication^23^, we also reported that a minor population of mCherry-alone puncta can be found inside neuronal processes, since synaptic vesicles can be internalized/recycled by neuronal organelles.

To confirm whether these glial cells digest engulfed synaptic materials by lysosomes, we stained microglia/macrophages and astrocytes for the lysosome marker LAMP2. We found that in the ischemic brain, over one-half of SYP^+^ and Homer-1^+^ signals were colocalized with LAMP2^+^ signals in either microglia/macrophages (Fig. 3a, b) or astrocytes (Fig. 3c, d). Importantly, >60% of SYP^+^ and Homer-1^+^ signals were detected in the lysosomes of microglia/macrophages (Fig. 3e, f), whereas only ~25% of synapses were inside astrocyte lysosomes in the hemorrhagic brain (Fig. 3g, h). We also noted that some SYP^+^ and Homer-1^+^ signals did not colocalize with LAMP2^+^ signals, suggesting that they are in phagosomal compartments prior to lysosomal degradation.

**Fig. 3:**
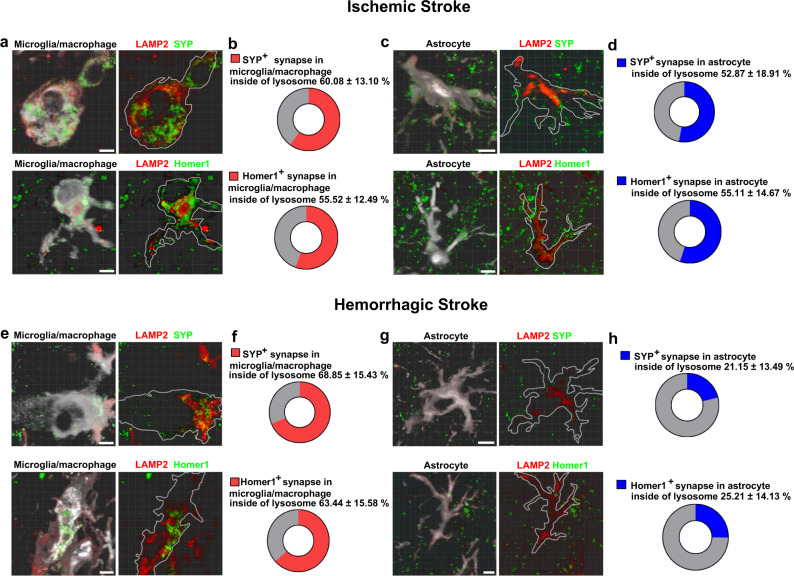
Microglia/macrophages and astrocytes digested synaptic elements through lysosome in stroke mouse brain. **a**–**d** Representative images showed SYP^+^ (green) and Homer-1^+^ (green) signals in LAMP2^+^ lysosomes (red) in Iba-1^+^ microglia/macrophages (white) and GFAP^+^ astrocytes (white) in the ischemic brain. **e**–**h** Representative images showed SYP^+^ (green) and Homer-1^+^ (green) signals in LAMP2^+^ lysosomes (red) in Iba-1^+^ microglia/macrophages (white) in the hemorrhagic brain, but rarely detected in GFAP^+^ astrocytes (white). Bar = 10 µm. **a**, **c**, **e**, **g** *n* = 4 mice per group. Data are mean ± SD.

### Increased MEGF10 and MERTK expression in reactive gliosis regions in stroke mouse brain

To determine whether MEGF10 and MERTK pathways mediate synapse engulfment after stroke, we investigated the expression and localization of MEGF10 and MERTK at different time points after stroke (Fig. 4a, k). We found that compared with the corresponding sham group, 14 days after stroke, MEGF10 and MERTK expression was significantly increased (Fig. 4b, l). Moreover, we found that MEGF10 and MERTK expression was highly upregulated in reactive microgliosis and astrogliosis, as shown by immunostaining (Fig. 4c, e, m, o). Fluorescence in situ hybridization (FISH) further showed that MEGF10 and MERTK were expressed in reactive gliosis in both ischemic (Fig. 4g–j) and hemorrhagic mouse brains (Fig. 4q–t). We also examined MEGF10/MERTK expression in neurons (MAP2^+^) and endothelial cells (CD31^+^) (Supp. Fig. 4), and statistical analysis showed that MEGF10/MERTK was rarely expressed in MAP2^+^ neurons or CD31^+^ endothelial cells in the striatum in ischemic (Fig. 4d, f) or hemorrhagic brains (Fig. 4n, p).

**Fig. 4:**
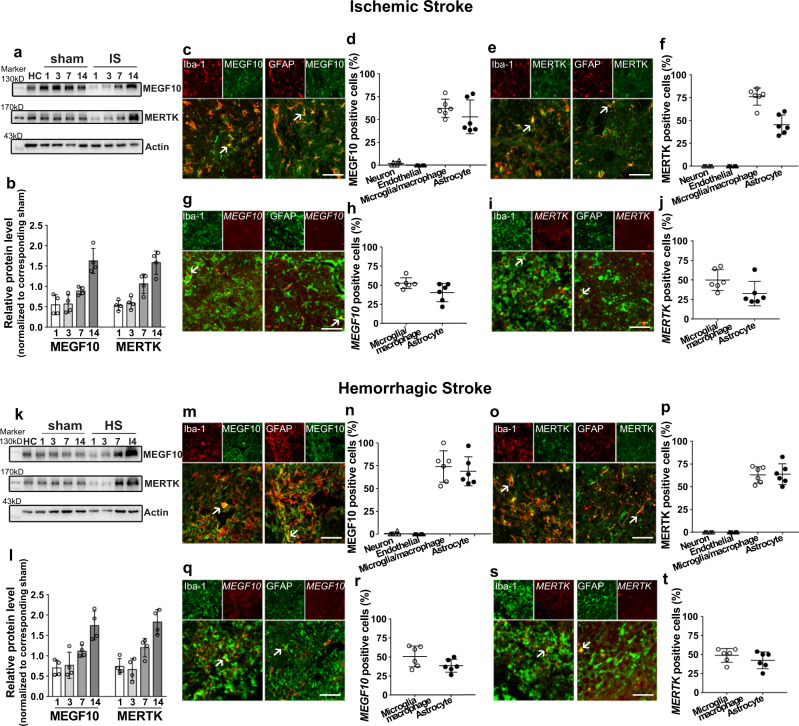
Upregulation of MEGF10 and MERTK levels in mouse brain following ischemic and hemorrhagic stroke. Western blotting and quantification of MEGF10 and MERTK protein levels (normalized to corresponding sham) in ischemic (**a**) and hemorrhagic mouse brain (**k**). Immunostaining showed MEGF10 (green) and MERTK (green) were expressed in Iba-1^+^ microglia/macrophages (red) and GFAP^+^ astrocytes (red) in ischemic (**c**–**f**) and hemorrhagic stroke (**m**–**p**). Arrows indicated colocalization of MEGF10 and MERTK with microglia/macrophages and astrocytes. Bar = 50 µm. Fluorescence in situ hybridization study showed MEGF10 (red) and MERTK (red) signals colocalized in Iba-1^+^ microglia/macrophages (green) and GFAP^+^ astrocytes (green) in ischemic (**g**–**j**) and hemorrhagic stroke (**q**–**t**), indicated by arrows. Bar = 50 µm. (**b**, **l**) *N* = 4 mice per group. (**d**, **f**, **h**, **j**, **n**, **p**, **r**, **t**) Statistics are derived from six slices, *n* = 3 mice per group. Data are mean ± SD.

### Conditional MEGF10 or MERTK knockout in microglia/macrophages or astrocytes reduced synapse engulfment in the gliosis region

To further explore whether microglia/macrophages and astrocytes engulf synapses through MEGF10 and MERTK at the repair and remodeling stages after stroke, we analyzed the phagocytosis of microglia/macrophages and astrocytes by using astrocyte-specific MEGF10 knockout mice (Aldh1l1^Cre-ERT2^; MEGF10^flox/flox^), astrocyte-specific MERTK knockout mice (Aldh1l1^Cre-ERT2^; MERTK^flox/flox^), microglia/macrophage-specific MEGF10 knockout mice (CX3CR1^Cre-ERT2^; MEGF10^flox/flox^) and microglia/macrophage-specific MERTK knockout mice (CX3CR1^Cre-ERT2^; MERTK^flox/flox^). MEGF10^flox/flox^ (MEGF10^WT^) and MERTK^flox/flox^ (MERTK^WT^) mice were used as controls. We validated the MEGF10 and MERTK conditional knockout specificity by injecting AAV5-GFAP-Cre virus into MEGF10^flox/flox^ or MERTK^flox/flox^ brains. The data showed astrocyte-specific deletion of MEGF10 and MERTK proteins, compared with control virus injected cases (Supp. Fig. 5a). In addition, we validated the MEGF10 and MERTK conditional knockout specificity in the microglia/macrophage- or astrocyte-specific MEGF10 and MERTK KO groups with tamoxifen or oil injections, and the results exhibited a significant reduction in MEGF10 and MERTK expression, compared with the control groups (Supp. Fig. 5b). MEGF10 and MERTK protein level was significantly decreased in the conditional KO groups (Supp. Fig. 5b, c). Immunostaining further confirmed that MEGF10 and MERTK were specifically knocked out in microglia/macrophages but not in astrocytes in CX3CR1^Cre-ERT2^; MEGF10^flox/flox^ (C-MEGF10^KO^) and CX3CR1^Cre-ERT2^; MERTK^flox/flox^ (C-MERTK^KO^) mice (Supp. Fig. 5e, g). In Aldh1l1^Cre-ERT2^; MEGF10^flox/flox^ (A-MEGF10^KO^) and Aldh1l1^Cre-ERT2^; MERTK^flox/flox^ (A-MERTK^KO^) mice, we did not detect MEGF10 and MERTK in astrocytes, but MEGF10 and MERTK were colocalized with microglia/macrophages (Supp. Fig. 5f, h). We also validated that these gene manipulations did not affect the initial brain injury (Supp. Fig. 6) following acute ischemic and hemorrhagic stroke.

We then performed high-resolution confocal microscopy to analyze glial cell-mediated engulfment of the presynaptic protein SYP and the postsynaptic protein Homer-1 in the gliosis region at 14 days after stroke. We found that 14 days after ischemic stroke, MEGF10^KO^ or MERTK^KO^ in microglia/macrophages or astrocytes resulted in reduced engulfment of SYP^+^ and Homer-1^+^ synaptic puncta in microglia/macrophage (Fig. 5a, b) or astrocytes (Fig. 5c, d) compared with controls. Consistent with our immunostaining data, western blotting of SYP and Homer-1 in the peri-lesion area of the striatum in ischemic mice revealed that microglia/macrophages (Fig. 5e, f) or astrocyte (Fig. 5g, h) specific MEGF10^KO^ or MERTK^KO^ mice had elevated levels of SYP and Homer-1. Similarly, 14 days after hemorrhagic stroke, microglia/macrophage-specific MEGF10^KO^ or MERTK^KO^ mice also exhibited fewer Homer-1^+^ and SYP^+^ synaptic puncta in microglia/macrophages than control mice (Fig. 5l, m). Conditional MEGF10^KO^ or MERTK^KO^ in astrocytes did not affect the number of synaptic puncta engulfed by astrocytes (Fig. 5n, o). This phenomenon was also detected by western blot, as microglia/macrophage-specific MEGF10^KO^ or MERTK^KO^ mice had higher expression of SYP and Homer-1 (Fig. 5p, q), whereas astrocyte-specific MEGF10^KO^ or MERTK^KO^ mice had comparable expression of SYP and Homer-1 (Fig. 5r, s).

**Fig. 5:**
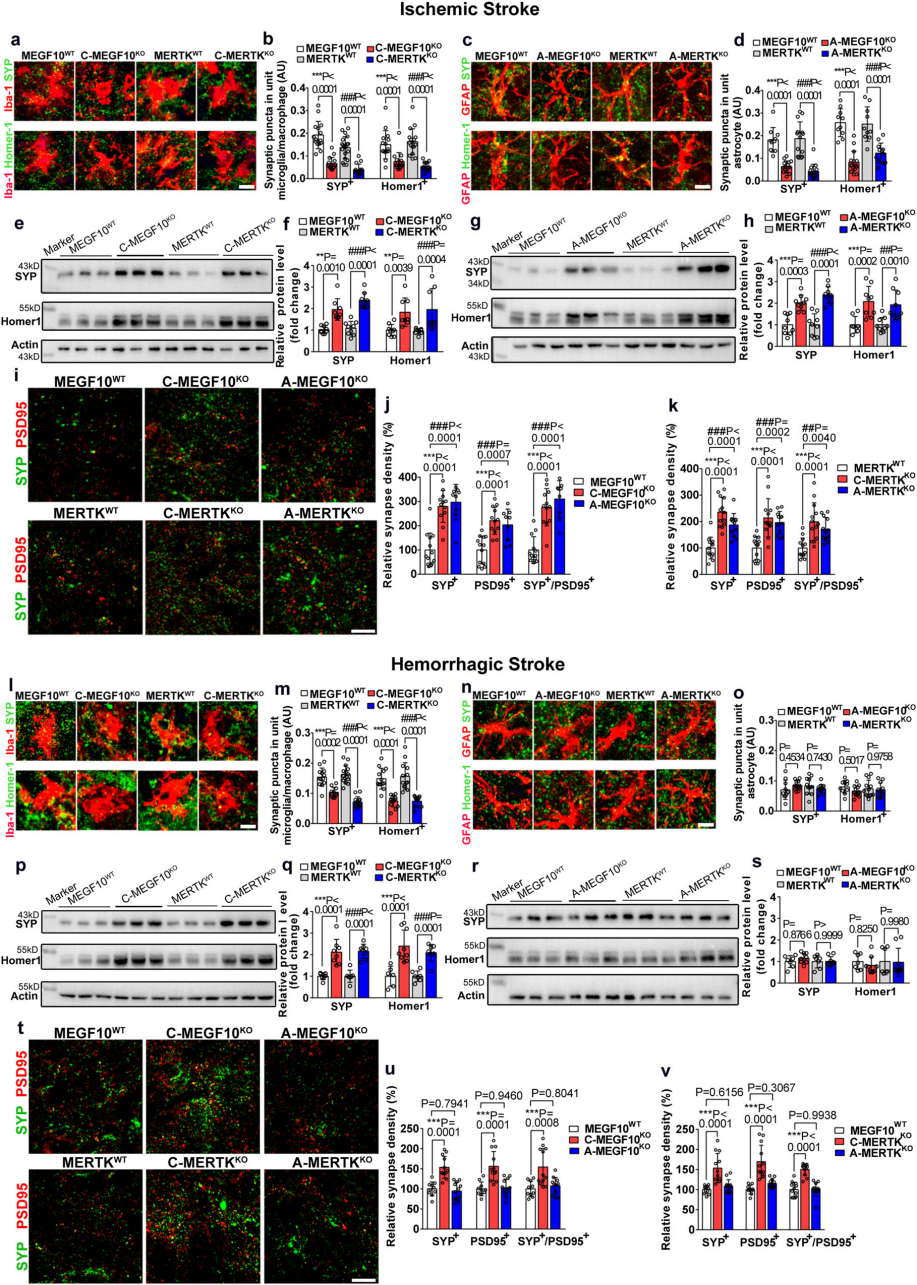
Conditional MEGF10 or MERTK knockout increased both pre- and postsynaptic proteins in stroke mouse brain. **a**–**d** Representative images and quantification of the number of SYP^+^ (green) and Homer-1^+^ synapses (green) that engulfed by microglia/macrophages (red) or astrocytes (red) of MEGF10^WT^, MERTK^WT^, C-MEGF10^KO^, C-MERTK^KO^, A-MEGF10^KO^, and A-MERTK^KO^ mice at 14 days of ischemic stroke, respectively. Bar = 10 µm. Statistics are from 15, 15, 20, 15, 15, 15, 17, 15 slices (**b**) and 10, 15, 14, 15, 10, 15, 10, 12 slices (**d**) (from left to right), *n* = 4 mice per group. **e**–**h** Western blotting and quantification of SYP and Homer-1 levels in control and knockout mice following MCAO. *N* = 9, 8, 9, 9, 9, 8, 9, 8 mice (**f**) and 9, 9, 9, 9, 8, 9, 9, 9 (**h**) mice (from left to right). **i**–**k** Representative images and quantification of the synapse density of SYP^+^ (green) and PSD95^+^ synapses (red) in ischemic brain. Bar = 10 µm. Statistics are from 13, 12, 9, 13, 12, 9, 13, 12, 9 slices (**j**) and 13, 13, 12, 13, 13, 12, 13, 13, 12 slices (**k**) (from left to right), *n* = 4 mice per group. **l**–**o** Representative images and quantification of the number of SYP^+^ (green) and Homer-1^+^ synapses (green) that engulfed by microglia/macrophages (red) or astrocytes (red) in MEGF10^WT^, MERTK^WT^, C-MEGF10^KO^, C-MERTK^KO^, A-MEGF10^KO^ and A-MERTK^KO^ mice at 14 days of hemorrhagic stroke, respectively. Bar = 10 µm. Statistics are derived from 13, 11, 15, 13, 13, 13, 13, 13 (**m**) and 10, 12, 12, 13, 10, 12, 13, 12 (**o**) (from left to right), *n* = 4 mice per group. **p**–**s** Western blotting and quantification of SYP and Homer-1 levels in control and knockout mice following hemorrhagic stroke. *N* = 7, 8, 7, 8, 6, 9, 7, 8 mice (**q**) and 7, 9, 7, 9, 7, 9, 7, 9 mice (**s**) (from left to right). **t**–**v** Representative images and quantification of the synapse density of SYP^+^ (green) and PSD95^+^ synapses (red) in hemorrhagic brain. Bar = 10 µm. Statistics are derived from 10, 12, 12, 10, 12, 12, 10, 12, 12 slices (**u**) and 11, 12, 12, 10, 12, 12, 12, 12, 12 slices (**v**) (from left to right), *n* = 4 mice per group. For all quantification data, two-way ANOVA followed by Tukey’s test. Data are mean ± SD.

To evaluate the overall synapse density, we also colabeled pre- and postsynaptic markers and measured the density of SYP^+^ presynapses, PSD95^+^ postsynapses, and SYP^+^/PSD95^+^ synapses, to show the overall synapse density. The densities of SYP^+^ presynapse, PSD^+^ postsynapse and SYP^+^/PSD95^+^ synapse were increased in microglial and astroglial cKO mice after ischemic stroke, as compared with the control (Fig. 5i–k). In hemorrhagic mice, synapse density was increased in microglial cKO mice but not in astroglial cKO mice (Fig. 5t–v).

TEM combined with pre-embedding immunohistochemistry confirmed microglia/macrophage- and astrocyte-mediated phagocytosis of synapses. As shown in Fig. 6, after 14 days of ischemic stroke, both immunolabeled GFAP^+^ reactive astrocytes and Iba-1^+^ microglia/macrophages exhibited phagocytic inclusions, including synapses and myelin-like structures within their cytoplasm, indicating that microglia/macrophages and astrocytes actively engulf synapses. Furthermore, microglia/macrophage- or astrocyte-specific MEGF10^KO^ or MERTK^KO^ mice showed reduced engulfment ability compared to the control groups (Fig. 6a–d). At 14 days after hemorrhagic stroke, only Iba-1^+^ microglia/macrophages exhibited phagocytic inclusions (Fig. 6e), while few synapses were detected in GFAP^+^ astrocytes (Fig. 6g). Specific MEGF10^KO^ or MERTK^KO^ in microglia/macrophages reduced synapse engulfment (Fig. 6f), whereas MEGF10^KO^ or MERTK^KO^ in astrocytes did not affect synapse engulfment (Fig. 6h).

**Fig. 6:**
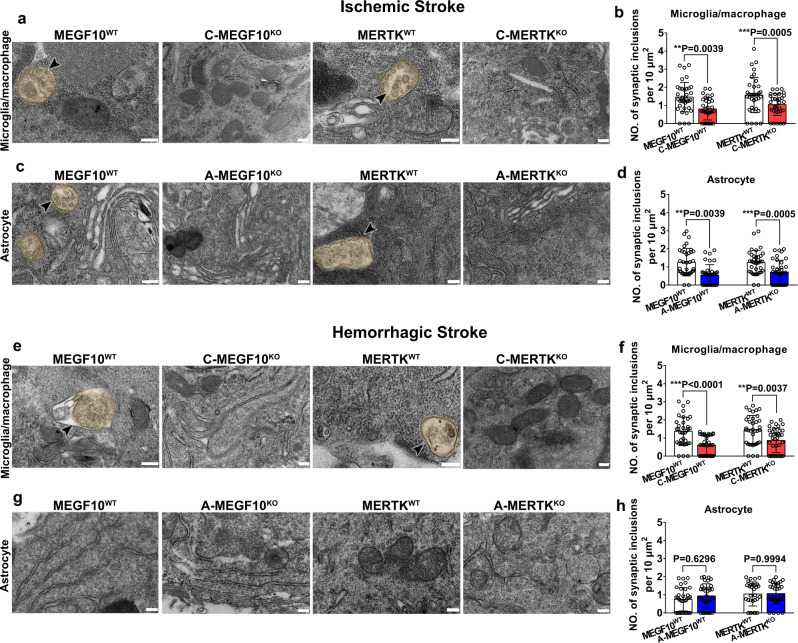
Conditional MEGF10 or MERTK knockout reduced glial cell-mediated synapse engulfment after stroke. **a**–**d** TEM images showed Iba-1^+^ microglia/macrophages and GFAP^+^ astrocytes in the gliosis region enwrapped engulfed synaptic elements in MEGF10^WT^ and MERTK^WT^ mice, but the number of engulfed synaptic elements were reduced in C-MEGF10^KO^, C-MERTK^KO^, A-MEGF10^KO^, and A-MERTK^KO^ mice after ischemic stroke. Arrowheads indicate synaptic elements that were engulfed by microglia/macrophages (**a**, **b**) or astrocytes (**c**, **d**). Statistics are derived from 36, 32, 36, 31 cells (**b**) and 36, 36, 36, 36 cells (**d**) (from left to right), *n* = 3 mice per group. **e**–**h** TEM images showed Iba-1^+^ microglia/macrophages in the gliosis region contained synaptic elements in MEGF10^WT^ and MERTK^WT^ mice (**e**, **f**); while synaptic elements were rarely detected in GFAP^+^ astrocytes (**g**, **h**). Statistics are derived from 36, 36, 36, 36 cells (**f**) and 34, 34, 30, 34 cells (**h**) (from left to right), *n* = 3 mice per group. Bar = 200 nm. One-way ANOVA followed by Tukey’s test. Data are mean ± SD.

### Conditional MEGF10 or MERTK knockout in microglia/macrophages or astrocytes increased spine density in the gliosis region

To investigate the effects of MEGF10 and MERTK on dendritic spine structure after ischemic stroke, we performed Golgi-Cox staining to visualize neuronal dendritic spines in MEGF10^WT^, MERTK^WT^, C-MEGF10^KO^, C-MERTK^KO^, A-MEGF10^KO^, and A-MERTK^KO^ mice. Based on the length and width of dendritic spines, they can be categorized as (1) Filopodia spine, with length >2 μm; (2) long-thin spine, with length <2 μm; (3) thin spine, with length <1 μm; (4) stubby spine, with the ratio of length/width <1; (5) mushroom spine, with width >0.6 μm; and (6) branched spine, with two or more heads (Fig. 7a)^25^. The percentage of each dendritic spine type and the number of total spines, mature spines (mushroom, stubby, and branched), and filopodia spines (unstable, newborn spines) on secondary dendrites were calculated (Fig. 7b).

**Fig. 7:**
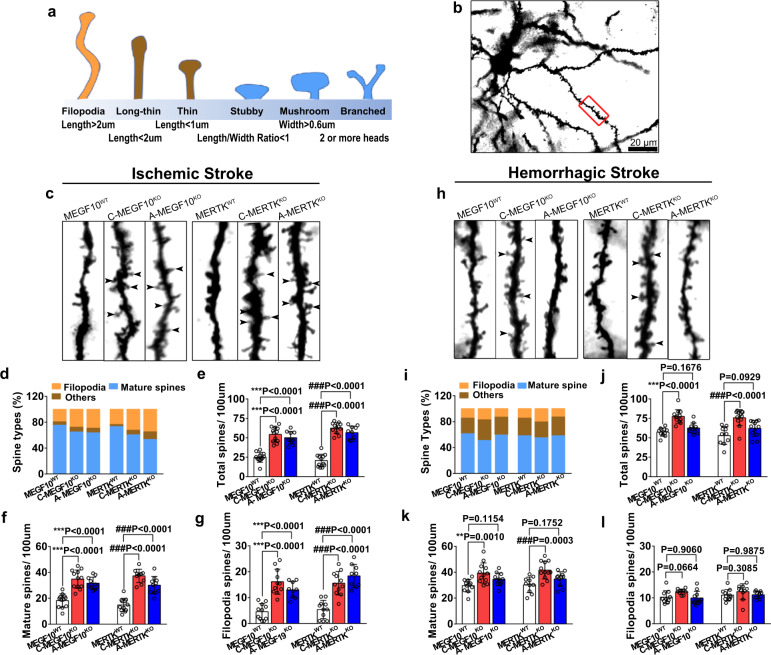
Conditional knockout of MEGF10 and MERTK increased dendritic spine density in stroke mice. **a** Schematic diagram of different morphology of dendritic spines. **b** Low magnification of Golgi staining images of neuron in the gliosis region. The experiment was repeated at least three times independently. Scale bar = 20 μm. The red box indicates the region of high magnification of spines in the secondary dendrite as shown in **c** and **h**. Representative images of dendritic spines and bar graph showed the percentage of each spine types (**d**, **i**) and the number of total spines (**e**, **j**), mature spines (including stubby, mushroom, and branched spines) (**f**, **k**) and filopodia spines (**g**, **l**) of MEGF10^WT^, MERTK^WT^, C-MEGF10^KO^, C-MERTK^KO^, A-MEGF10^KO^, A-MERTK^KO^ mice at 14 days after ischemic (**d**–**g**) and hemorrhagic stroke (**i–l**). Statistics are derived from 12, 12, 10, 12, 12, 10 slices (**e**), 12, 12, 10, 12, 10, 10 slices (**f**) and 11, 11, 9, 11, 11, 9 slices (**g**) (from left to right), *n* = 4 mice per group. Statistics are derived from 11, 12, 11, 10, 12, 12 slices (**j**), 11, 12, 11, 10, 12, 11 slices (**k**), and 10, 10, 11, 11, 10, 10 slices (**l**) (from left to right), *n* = 4 mice per group. One-way ANOVA followed by Dunnett’s test. Data are mean ± SD.

We found that in ischemic stroke, C-MEGF10^KO^ and C-MERTK^KO^ mice showed a significant increase in the number of total spines (2.2-fold and 3.0-fold, respectively), mature spines (1.9-fold and 2.5-fold, respectively) and filopodia spines (3.5-fold and 2.9-fold, respectively), as compared with the control (Fig. 7c–g). Similar results were also detected in A-MEGF10^KO^ and A-MERTK^KO^ mice (Fig. 7c–g), suggesting that inhibition of microglia/macrophage- and astrocyte-mediated synaptic engulfment is beneficial for promoting dendritic spine structure after ischemic stroke. In hemorrhagic stroke, specific MEGF10^KO^ and MERTK^KO^ in microglia/macrophages increased the number of total dendritic spines and mature spines in the gliosis region (≈1.5-fold change, Fig. 7h–l). However, specific MEGF10^KO^ and MERTK^KO^ in astrocytes did not affect the number of spines (Fig. 7h, l), suggesting that microglia/macrophages but not astrocytes played a critical role in engulfing dendritic spines via MEGF10 and MERTK after hemorrhagic stroke.

### Conditional MEGF10 or MERTK knockout in microglia/macrophages or astrocytes differentially affected brain impairment and behavioral outcomes in mice after ischemic and hemorrhagic stroke

To explore the effects of microglia/macrophage- and astrocyte-mediated synapse engulfment on the outcomes of mice after ischemic stroke, we examined the brain atrophy volume and neurobehavioral function in MEGF10^WT^, MERTK^WT^, C-MEGF10^KO^, C-MERTK^KO^, A-MEGF10^KO^, and A-MERTK^KO^ mice after MCAO. Cresyl violet staining results showed that conditional MEGF10^KO^ in microglia/macrophages or astrocytes reduced the brain atrophy volume 14 days after MCAO (Fig. 8a, b), and specific MERTK^KO^ in microglia/macrophages and astrocytes also reduced the brain atrophy volume (Fig. 8c, d). Ventricular enlargement is a common symptom of hemorrhagic stroke^26,27^. To investigate the effects of microglia/macrophage- and astrocyte-mediated synapse engulfment on the outcomes of mice after hemorrhagic stroke, we measured the ventricular volume of MEGF10^WT^, MERTK^WT^, C-MEGF10^KO^, C-MERTK^KO^, A-MEGF10^KO^ and A-MERTK^KO^ mice at 14 days after hemorrhagic stroke. Conditional MEGF10^KO^ or MERTK ^KO^ in microglia/macrophages significantly ameliorated ventricular enlargement, while MEGF10^KO^ or MERTK ^KO^ in astrocytes did not affect the ventricular volume (Fig. 8e–h).

**Fig. 8:**
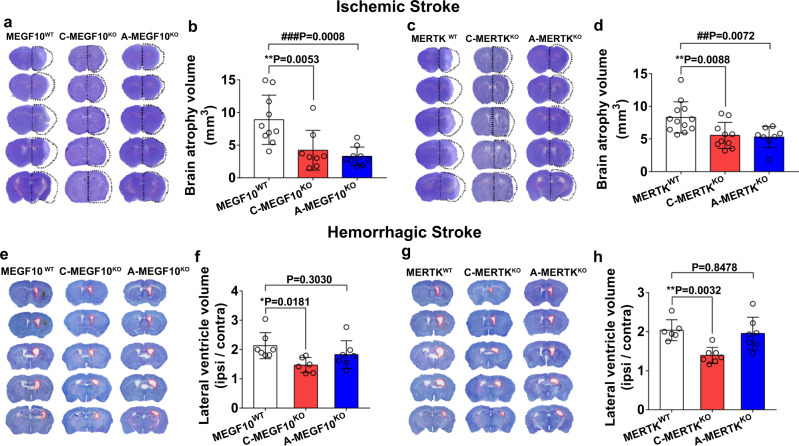
Conditional MEGF10 or MERTK knockout in microglia/macrophages or astrocytes differentially affected brain impairment in mice after ischemic and hemorrhagic stroke. **a**–**d** Cresyl violet-stained brain sections and quantification of atrophy volume of MEGF10^WT^, C-MEGF10^KO^, A-MEGF10^KO^, MERTK^WT^, C-MERTK^KO^, and A-MERTK^KO^ mice at 14 days after ischemic stroke. Black dashed lines indicate brain atrophy. *N* = 10, 8, 9 mice (**b**) and 12, 10, 8 mice (**d**) (from left to right). **e**–**h** Cresyl violet-stained brain sections and quantification of lateral ventricle volume of hemorrhagic mice. Red dashed lines indicate lateral ventricle of ipsilateral brain. *N* = 7, 6, 7 mice (**f**) and 6, 7, 7 mice (**h**) (from left to right). One-way ANOVA followed by Dunnett’s test. Data are mean ± SD.

Furthermore, microglia/macrophage- and astrocyte-specific MEGF10^KO^ and MERTK^KO^ mice performed better in the mNSS (Fig. 9a, b), rotarod test (Fig. 9c, d), and step-through passive avoidance test (Fig. 9e, f, g). Moreover, specific MEGF10^KO^ or MERTK ^KO^ in microglia/macrophages improved neurobehavioral outcomes of mice after hemorrhagic stroke, while MEGF10^KO^ or MERTK ^KO^ in astrocytes did not affect neurobehavioral outcomes (Fig. 9h–m).

**Fig. 9:**
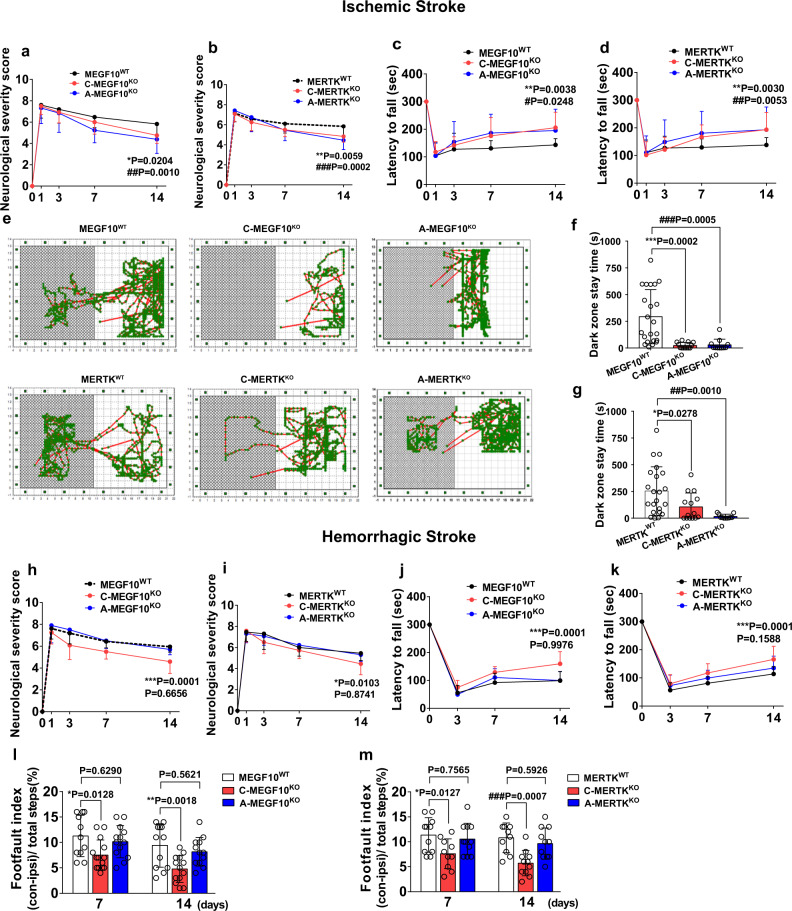
Conditional MEGF10 or MERTK knockout in microglia/macrophages or astrocytes differentially affected behavioral outcomes in mice after ischemic and hemorrhagic stroke. mNSS (**a**, **b**) and rotarod test (**c**–**d**) were performed to examine the neurobehavioral outcomes of ischemic mice. *, MEGF10^WT^ VS C-MEGF10^KO^, MERTK^WT^ VS C-MERTK^KO^; #, MEGF10^WT^ VS A-MEGF10^KO^, MERTK^WT^ VS A-MERTK^KO^. *N* = 17, 12, 13 mice (**a**); 19, 12, 11 mice (**b**); 11, 12, 10 mice (**c**); and 19, 13, 11 mice (**d**) (day 14, from left to right). **e** Representative images showed travel patterns in the smart cage. **f**, **g** Quantification of the time that mice of different groups stayed in the dark zone. *N* = 22, 17, 17 (**f**) and 22, 16, 15 mice (**g**) (from left to right). mNSS (**h**–**i**), rotarod test (**j**–**k**), and grid-walking test (**l**–**m**) were used to examine neurobehavioral outcomes of hemorrhagic mice at different time points. **h**–**k** *, MEGF10^WT^ VS C-MEGF10^KO^, MERTK^WT^ VS C-MERTK^KO^; &, MEGF10^WT^ VS A-MEGF10^KO^, MERTK^WT^ VS A-MERTK^KO^. *N* = 21, 12, 10 mice (**h**); 11, 11, 13 mice (**i**); 12, 14, 11 mice (**j**); and 11, 14, 11 mice (**k**) (day 14, from left to right). *N* = 11, 14, 13, 11, 13, 12 mice (**l**) and 11, 10, 11, 10, 10, 11 mice (**m**) (from left to right). **a**–**d**, **h**–**m** Two-way ANOVA followed by Tukey’s test; **f**, **g** one-way ANOVA followed by Tukey’s test. Data are mean ± SD.

### Reactive astrogliosis exhibited different expressions of phagocytosis-related genes between ischemic and hemorrhagic stroke

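Brain tissue from 8 healthy mice, 8 mice with ischemic stroke and 8 mice with hemorrhagic stroke was dissociated for single-cell RNA sequencing (scRNA-seq), with 1 library per condition. Approximately 12000 cells were loaded per channel of a droplet instrument, which captures single cells with barcoded beads. The authors deposited 1 matrix of unique molecular identifier (UMI) counts for the 3 libraries together, in which each count is the number of RNA molecules of a gene seen under a cell barcode. They made it with Cell Ranger and the STAR aligner and down-sampled the reads to even out the depth across libraries. The matrix held 31053 genes and 35968 barcodes, with 69270514 to 105957232 UMIs per library. A number from 1 to 3 after each barcode tells the libraries apart, but the sources used here do not say which number belongs to which condition. Values were therefore computed over the cells of control, ischemic and hemorrhagic mice together, and no difference between conditions was computed. With 1 library per condition and no replicates, no test was run. Each 95% interval (exact Clopper-Pearson for a share, exact Poisson for summed counts) covers counting error only. The filter stated in the methods was applied over all barcodes. It removed 1544 barcodes with over 30% mitochondrial counts and 2091 barcodes outside the mean ± 2 SD of UMI or gene numbers, with upper limits of 18809.6 UMIs and 4010.1 genes. The lower limits fell below 0, so they removed no barcode. The 32333 cells kept, 89.9% of the barcodes, had a median of 5480 UMIs and 1855 genes. With a mitochondrial limit of 10% instead, 77.3% of the barcodes were kept.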

To explain why astrocytes displayed different phagocytic features between ischemic and hemorrhagic stroke, the transcriptional profile differences between ischemic and hemorrhagic brains were examined using single-cell RNA sequencing (scRNA-seq). 

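Counts of each cell were scaled to a total of 10000 and log-transformed, and the cells were clustered on a graph of 20 nearest neighbours in 50 principal components of 2000 variable genes. Leiden clustering at resolution 1 gave 35 clusters. By marker lists of 20 cell types fixed beforehand, 25 clusters were given 1 of 18 classes, called "-like" because they rest on marker genes alone. The other 10 clusters, with 3777 cells (11.7%), had leading genes of another class, few UMIs, few markers or few cells and were left unnamed. Oligodendrocyte-like cells made up 29.9% of the cells (95% interval 29.4 to 30.4%) and microglia/macrophage-like cells 30.4% (95% interval 29.9 to 30.9%). T-cell-like cells were 8.12%, neuroblast-like cells 5.27%, endothelial-like cells 3.80% and choroid plexus-like cells 0.656% of the cells. The 480 astrocyte-like cells were 1.48% (95% interval 1.36 to 1.62%). Signatures were read from the summed counts of each class, in CPM (the counts of a gene scaled by the total of its class). The genes with the highest fold over all other cells were Slc1a2, Clu and Aldoc in astrocyte-like cells and Ifnb1, Ccl4 and Ccl3 in microglia-like cells. They were Cd3g, Cd3d and Trbc2 in T-cell-like cells and Cldn5, Ly6c1 and Itm2a in endothelial-like cells. In 7 clusters, over 80% of the cells came from 1 library, but 1 of the 7 held only 1 cell. Of the 1228 endothelial-like cells, 1203 came from the library with barcode suffix 3. The microglia/macrophage-like and oligodendrocyte-like shares moved most when each cell was classed by its own marker score, to 13.1% and 9.00%, and the astrocyte-like share with a mitochondrial limit of 10%, to 0.795%.

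**Figure D1:**
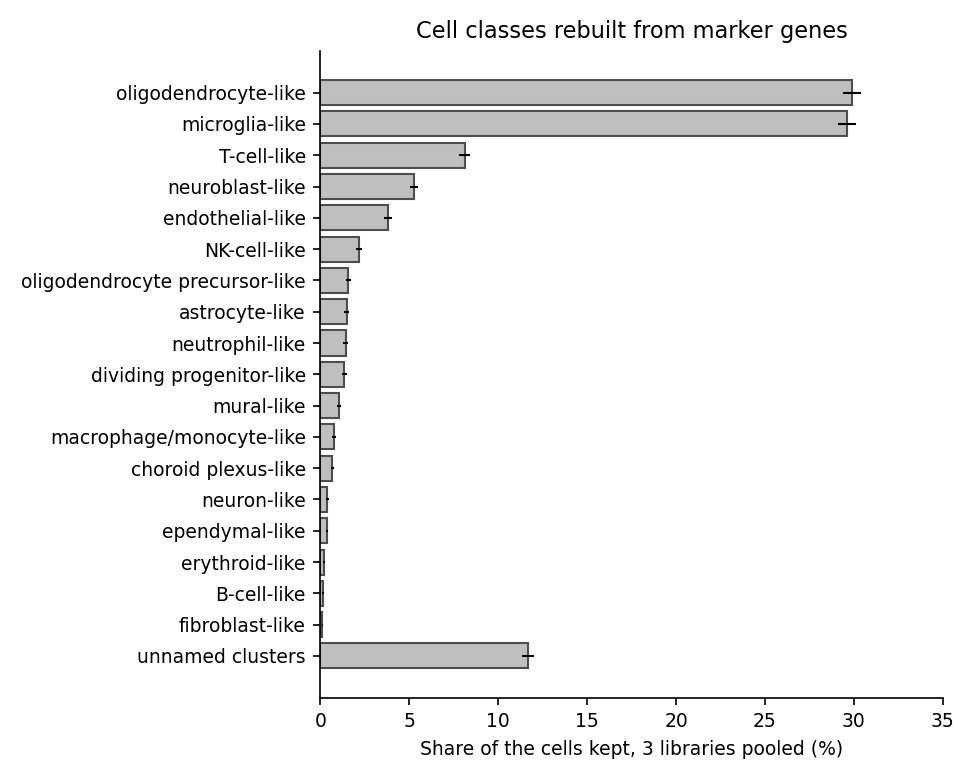
Share of the 32333 cells kept (%, x axis) in each class rebuilt from marker genes (y axis), with the cells of control, ischemic and hemorrhagic mice pooled. Bars start at 0 and error bars are exact 95% intervals for counting error. Oligodendrocyte-like and microglia-like cells have the longest bars, at 29.9% and 29.6%.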

Cluster analysis using nonlinear dimensionality reduction (*t*-distributed stochastic neighbor embedding [tSNE]) revealed the differences in global gene expression profiles of healthy and injured striatum and identified clusters of cells with unique genetic signatures in both ischemic brain and hemorrhagic brain (Fig. 10a). Genes with a *p* value <0.05 and fold change ≥1.5 were regarded as differentially expressed genes (DEGs). For astrocytes, 135 DEGs were downregulated in hemorrhagic stroke compared to ischemic stroke, and we further conducted Gene Ontology (GO), and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses. The top fold-change genes are shown in the heatmap, and we found that some phagocytosis-related genes such as *Hspa1a*, *Vim*, and *Mt1*, were downregulated in astrocytes in the hemorrhagic brain compared to the ischemic brain (Fig. 10b). MEGF10 and MERTK were also detected in astrocytes of mice after ischemic stroke and hemorrhagic stroke (Fig. 10c).

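The matrix lists both receptors by Ensembl identifier. In the GENCODE mouse annotation of GRCm38, which holds 99.6% of the identifiers in the matrix, Megf10 (ENSMUSG00000024593) lies on chromosome 18 from 57133090 to 57297467 and Mertk (ENSMUSG00000014361) on chromosome 2 from 128698956 to 128802894. The build to which the reads were mapped is not given in the sources used here. The astrocyte-like cells had a median of 2318 UMIs. A Megf10 UMI was found in 12.9% of them (95% interval 10.0 to 16.3%), and their summed counts held 50.8 CPM of Megf10 (95% interval 40.5 to 63.0). A Mertk UMI was found in 34.4% (95% interval 30.1 to 38.8%), with 182 CPM (95% interval 162 to 204). Droplets also hold free RNA, so the shares were set beside those of T-cell-like cells, which should lack both genes and had a median of 4614.5 UMIs. In these cells, a Megf10 UMI was found in 1.30% and a Mertk UMI in 3.58%. When the cells were clustered anew without the library of barcode suffix 3, these shares were 0.458% and 1.37%. No setting raised them above 1.54% and 3.85%. Suffix 3 held 28 of the T-cell-like cells, with 0 UMIs of either gene, so the fall came with changed classes. This background is thus hardly measured in suffix 3, which held 259 of the astrocyte-like cells. Neuroblast-like cells of suffix 3 had a Megf10 UMI in 2.44% and a Mertk UMI in 1.22% of the cells. Both receptors were thus above this background although the astrocyte-like cells held fewer UMIs. In the 3 libraries taken by themselves, the share of astrocyte-like cells lay between 12.0 and 13.1% for Megf10 and between 26.1 and 39.4% for Mertk. Thinning every cell to 1000 UMIs moved the shares most, to 4.71% for Megf10 and 15.2% for Mertk, against 0.275% and 0.669% of T-cell-like cells. Oligodendrocyte-like cells also held Megf10, at 49.4 CPM, but only 2.07 CPM of Mertk.

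**Figure D2:**
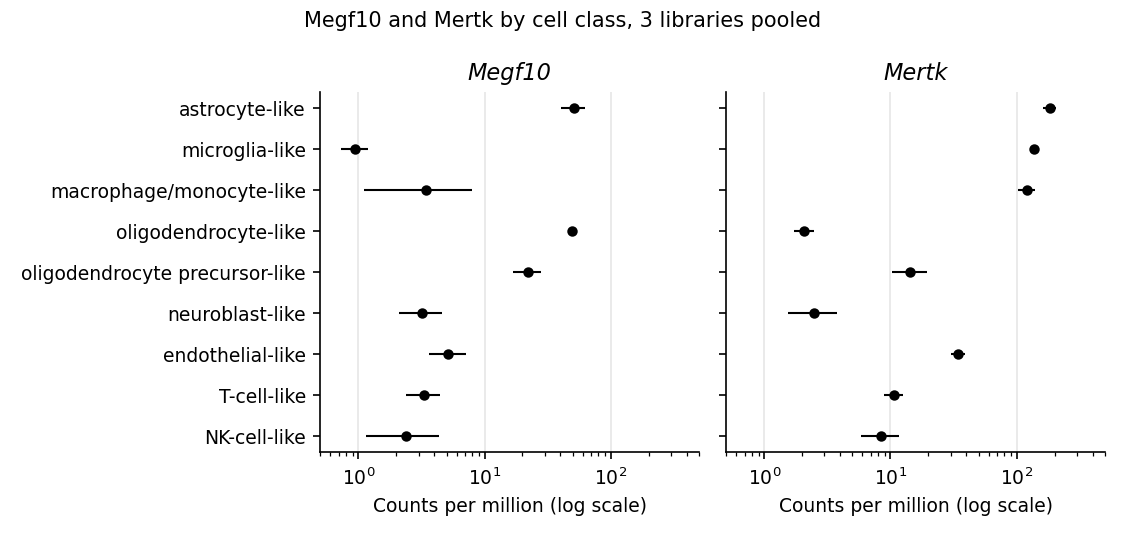
Megf10 and Mertk in CPM of summed counts (x axes, log scale) for 9 cell classes (y axis), with the 3 libraries pooled. Points are values and lines exact Poisson 95% intervals for counting error. Megf10 lies near 50.8 CPM in astrocyte-like cells and near 49.4 CPM in oligodendrocyte-like cells, and Mertk at 182 CPM in astrocyte-like and 137 CPM in microglia-like cells.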

**Fig. 10:**
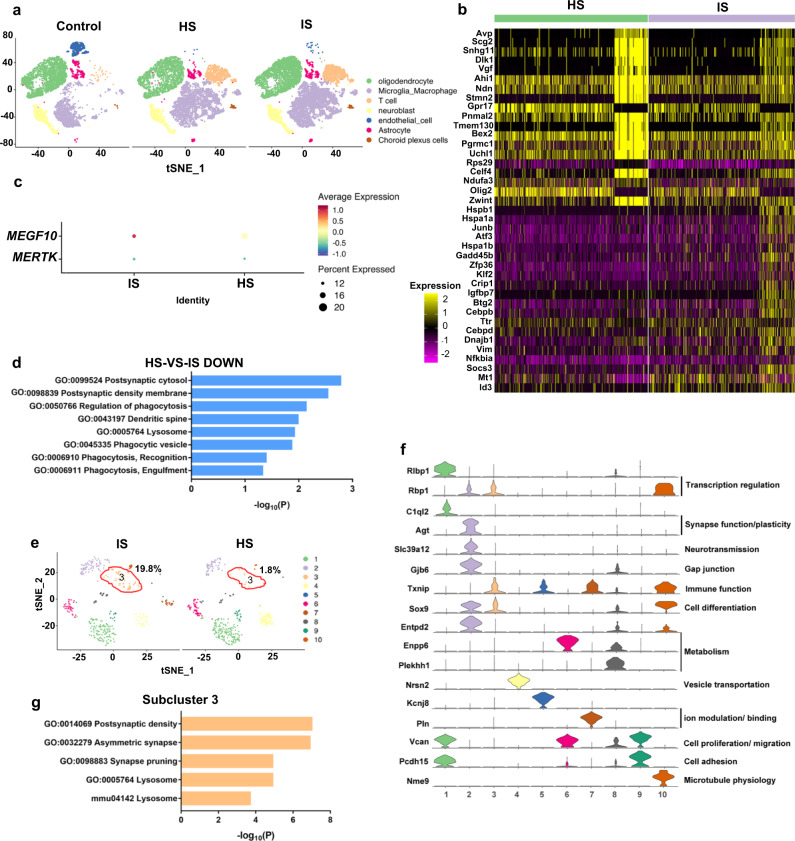
scRNA-seq revealed phagocytosis-related gene expression difference of astrocytes between ischemic and hemorrhagic stroke. **a** tSNE map showed the expression profiles of the striatum in control, ischemic and hemorrhagic mice, respectively. **b** Heatmap showed fold change of top 20 genes. **c** Dot plot showing MEGF10 and MERTK expression in astrocytes. **d** Bar chart showed phagocytosis-related GO and KEGG pathways that downregulated in hemorrhagic stroke (HS), as compared with ischemic stroke (IS). Representative terms were shown in rows and −log_10_ (*p*) in columns. **e** tSNE map showed subclusters of astrocytes in IS and HS. **f** Violin plots showed top marker genes in specific astrocyte subclusters. **g** Bar chart showed phagocytosis-related GO and KEGG terms enriched in subcluster 3 of astrocytes.

In addition, phagocytosis-related biological processes, as well as cellular components including phagocytic vesicles and synaptic structures were significantly downregulated in astrocytes in the hemorrhagic brain (Fig. 10d). The secondary profiling of astrocytic subtypes yielded 10 different subtypes with distinct functional cell identities (Fig. 10e). 

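The astrocyte-like cells were reclustered alone, with 1000 variable genes, 20 principal components and 15 neighbours. This gave 6 subclusters of 23 to 186 cells. The largest was led by Ttr, Agt and Igsf1 and the next, with 103 cells, by Crym. A subcluster of 86 cells was led by Pcsk1n, Fam107a and Gstm5. Another of 46 cells was led by Meg3, Notum and Hspb1. The subcluster of 36 cells had leading genes of oligodendrocytes and that of 23 cells of microglia (Csf1r, Ctss and C1qc). Ttr, which leads the largest, is on the marker list of choroid plexus cells. The larger subclusters went with the libraries. The largest held 76, 97 and 13 cells of barcode suffix 1, 2 and 3. Those of 103 and 86 cells held 87 and 84 cells of suffix 3. The subclustering had no batch correction, so kinds of astrocyte and differences between libraries cannot be told apart in them. By the naming rule, only the subclusters of 103 and 46 cells were named astrocyte. Neither had an astrocyte marker among its 10 leading genes, but their medians were higher, at 4467 and 3816 UMIs. The subcluster of 46 cells held 1 neuron marker there, under the limit of 2. The 4 others were left unnamed, those of 186 and 86 cells because they had few UMIs (median 1770.5 and 984.5) and no astrocyte marker among the leading genes. Among the alternatives set beforehand, the number of subclusters moved most at a resolution of 2, which gave 10. Without the cells of barcode suffix 3, it was 4.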

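The genes C1ql2, Agt, Slc39a12, Gjb6, Kcnj8 and Pln were compared across all classes as well as within the astrocyte-like cells. In GRCm38, they lie on chromosomes 1 (C1ql2, 120340582 to 120343174), 8 (Agt, 124556534 to 124569706), 2 (Slc39a12, 14388316 to 14494977), 14 (Gjb6, 57123303 to 57133611), 6 (Kcnj8, 142564837 to 142571614) and 10 (Pln, 53337667 to 53345987). Agt, Slc39a12 and Gjb6 were highest in astrocyte-like cells. Agt reached 775 CPM there (95% interval 733 to 819), with a UMI in 41.7% of the cells against 0.381% of T-cell-like cells. Slc39a12 reached 267 CPM (95% interval 242 to 293), in 44.6% of the cells against 0.152%. Gjb6 reached 287 CPM (95% interval 261 to 314), in 47.3% of the cells against 0.114%. C1ql2 was highest in oligodendrocyte precursor-like cells, with 81.8 CPM (95% interval 71.7 to 93.0) and a UMI in 29.2% of the cells. It was found in 0 of 480 astrocyte-like cells, which allows a share of cells with a UMI of up to 0.625%. Kcnj8 and Pln were highest in mural cell-like cells, with 520 CPM (95% interval 481 to 560) and 424 CPM (95% interval 390 to 461). Of all the astrocyte-like cells, 1 had a Kcnj8 UMI and 0 had a Pln UMI, with the same limit for Pln.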

Specific top gene markers representing each subcluster were found across major astroglial functions, including synapse function/plasticity (*C1ql2*^28,29^, *Agt*^30^), neurotransmission (*Slc39a12*^31,32^), gap junction (*Gjb6*^33,34^), and ion modulation/binding (*Kcnj8*^35^, *Pln*^36^) (Fig. 10f). Among all the subtypes, the proportion of subtype 3 astrocytes in ischemic mice was ~20%, while in hemorrhagic mice, the proportion was <2% (Fig. 10e). This cluster may be responsible for the different phagocytic features of astrocytes between ischemic stroke and hemorrhagic stroke. Thus, we analyzed 881 marker genes (*p* value <0.01) of subtype 3 using Metascape (www.metascape.org). As expected, subtype 3 exhibited a notable upregulation of synapse pruning related processes, aligned with abundant synaptic structures and lysosomes in cells (Fig. 10g).

For microglia, the tSNE map indicated that the distribution and proportion of microglia/macrophages were very similar in the ischemic and hemorrhagic stroke models (Supp. Fig. 7a). We obtained 75 DEGs in total (hemorrhagic stroke vs. ischemic stroke, 54 were upregulated, 21 were downregulated) and performed an analysis in the same way. The top fold-change genes are shown in the heatmap (Supp. Fig. 7b). 

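In the 9823 microglia/macrophage-like cells, which had a median of 7055 UMIs, Mertk was found in 58.1% of the cells (95% interval 57.2 to 59.1%). Its summed counts were 137 CPM (95% interval 134 to 140), against 10.6 CPM in T-cell-like cells. The class joins 9580 microglia-like and 243 macrophage/monocyte-like cells, and Mertk was found in 58.6% of the former and 42.0% of the latter. A Megf10 UMI was found in 0.652% of the microglia/macrophage-like cells (95% interval 0.502 to 0.831%), or 0.988 CPM (95% interval 0.778 to 1.24). The T-cell-like cells held 3.28 CPM of Megf10 (95% interval 2.39 to 4.41), and neuroblast-like cells, with a median of 4616 UMIs, had a Megf10 UMI in 1.47% of the cells. Without called doublets, Megf10 in T-cell-like cells fell to 0.961 CPM and 0.416% of the cells, against 0.611 CPM and 0.434% in microglia/macrophage-like cells. Megf10 in microglia/macrophage-like cells thus did not clearly exceed the background that free RNA gives, and its expression in these cells was not detectable at this depth. When the cells were clustered anew without the library of barcode suffix 2, Megf10 was found in 1.10% of 6182 microglia/macrophage-like cells (2.05 CPM). It was found in 1.01% of the T-cell-like cells (2.28 CPM). In the main classes, suffix 1 and 3 had it in 0.481% and 0.916% of the microglia/macrophage-like cells, so the rise came with a changed class. Thinned to 1000 UMIs per cell, Mertk was found in 14.5% and Megf10 in 0.0937% of the microglia/macrophage-like cells.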

MEGF10 and MERTK were also detected in microglia of mice after ischemic stroke and hemorrhagic stroke (Supp. Fig. 7c). The bar graph showed that these DEGs entail many immunity-related biological changes, but a few phagocytosis-related processes (Supp. Fig. 7d, e), supporting the finding that microglia in ischemic or hemorrhagic brains share similar phagocytic patterns.

## Discussion

In this study, we revealed that at the poststroke repair and remodeling stage, reactive microgliosis and astrogliosis were active in engulfing synapses through MEGF10- and MERTK-related pathways, but showed different temporal phagocytic features in ischemic and hemorrhagic stroke. Our loss-of-function experiments further demonstrated that reactive microgliosis- and astrogliosis-mediated synapse engulfment differentially influenced the neurobehavioral outcomes of ischemic and hemorrhagic stroke mice. We found that inhibition of microgliosis- or astrogliosis-mediated synapse engulfment could improve the outcomes of ischemic stroke mice; while in hemorrhagic stroke, suppression of microgliosis- but not astrogliosis-mediated phagocytosis was beneficial for neurobehavioral outcomes. Furthermore, by comparing the transcriptomics of ischemic and hemorrhagic mouse brains, we found that phagocytosis-related genes and biological processes were downregulated in astrocytes after a hemorrhagic stroke.

At the early stage of stroke, microglia are actively involved in engulfing degenerating neuron debris^37,38^. Recently, phagocytic astrocytes were also observed within the ischemic perifocal region and engulfed dead neurons at 7 days after ischemic stroke, whereas phagocytic microglia were mainly observed in the ischemic core region at 3 days after ischemia^16^. In our study, we investigated the phagocytosis of microglia/macrophages and astrocytes at both the acute and subacute stages of ischemic and hemorrhagic stroke. We found that Mac-2 was upregulated as early as 1 day following stroke, but without changes of MEGF10 and MERTK protein levels. We also found that synapses were engulfed by microglia/macrophages and astrocytes at 1 day after stroke (Supp. Fig. 8), suggesting that MEGF10 and MERTK did not play critical roles in mediating early synapse removal following stroke. Complement component-dependent mechanisms may be responsible for early synapse engulfment following stroke, which is supported by a previous study. For example, Alawieh et al.^39^ showed that the complement system is activated by ischemic stroke, and specific local complement inhibition reduced cell death and inflammation induced by stroke.

Normal astrocytes are enriched in MEGF10 and MERTK, and normal microglia are enriched in MERTK^40^. Our immunostaining and in situ hybridization results demonstrated that MEGF10 and MERTK were upregulated in both reactive microgliosis and astrogliosis after ischemic or hemorrhagic stroke. This observation is surprising since a previous study showed that MEGF10 was not expressed in Iba-1^+^ immune cells after ischemic stroke^16^. One potential explanation for this difference is that, unlike the 15-min stroke model they used, in the present study, we used a 90-min stroke model, which caused more severe injury, and activation of glia and immune cells. In addition, we also observed that MEGF10 and MERTK were expressed in microglia/macrophages and astrocytes in the hemorrhagic stroke human brain (Supp. Fig. 9). MEGF10 and MERTK protein level was notably increased at 14 day following stroke. Interestingly, in our scRNA-seq data, we did not observe a significant difference in the expression of MEGF10 and MERTK in astrocytes (Fig. 10c) or microglia/macrophages (Supp. Fig. 7c) among the three groups, which is inconsistent with our western blot results. The possible reason is that single-cell RNA sequencing is a genomic approach for the detection and quantitative analysis of messenger RNA molecules in each cell, while western blotting is a method used to detect specific proteins from a mixture of proteins. The expression of mRNA and proteins is time-dependent, and they may have different expression profiles at the same time. Genetic MEGF10^KO^ or MERTK^KO^ in microglia/macrophages or astrocytes increased the levels of pre- and postsynaptic proteins at 14 days after ischemic stroke. However, in hemorrhagic stroke, a similar phenomenon was not detected in astrocyte-specific knockout mice. These differences may be attributed to the low number of phagocytic astrocytes in the gliosis region of hemorrhagic stroke, even though MEGF10 and MERTK were upregulated in astrocytes.

Gliosis and glial scar formation are fundamental pathophysiologies of ischemic and hemorrhagic stroke that critically affect brain remodeling and neural regeneration^41^. Extensive evidence supports the view that gliosis inhibits axon extension and brain functional recovery by secreting inhibitory factors such as chondroitin sulfate proteoglycans and bone morphogenetic proteins^42^. In contrast, studies performed by the Sofroniew laboratory over the past decade have demonstrated that preventing gliosis formation following CNS injury does not result in increased regeneration^6^. In our study, synapse engulfment was detected in reactive microgliosis and astrogliosis, leading us to speculate that inhibition of this process would reduce synapse loss and promote synapse reconnection in stroke mice. Indeed, inhibiting synapse engulfment by glial cells increased the levels of both pre-and postsynapses, as well as the number of dendritic spines, and improved neurobehavioral outcomes in ischemic stroke mice. Similar results were also detected when specifically inhibiting microglia/macrophage- but not astrocyte-mediated synapse engulfment in hemorrhagic mice.

Such differences could be attributed to two reasons. First, astrocytes respond differentially to different pathological microenvironments in ischemic and hemorrhagic stroke. A recent study showed that astrocytes alone showed mild reactiveness under hemorrhagic conditions in vitro^43^, and astrocytes secreted cytokines to cross-talk with microglia following intracerebral hemorrhage^44^. These findings suggested that astrocytes in the hemorrhagic brain played an indirect role in regulating neuropathology. Herein, we demonstrated that ~50% of astrocytes are phagocytic and engulf a large number of synapses in the gliosis region at 14 days after ischemic stroke, whereas only 5% of astrocytes are phagocytic in hemorrhagic stroke and few synapses are engulfed by astrocytes. Second, astrocytes displayed different profiles of phagocytosis-related genes between ischemic and hemorrhagic mice, as revealed by scRNA-seq. Specifically, phagocytosis-related genes such as *Hspa1a*, *Vim*, and *Mt1*, and phagocytosis-related biological processes, as well as cellular components, including phagocytic vesicles and synaptic structures, were downregulated in astrocytes in the hemorrhagic brain. Further insight analysis showed 10 different subtypes of astrocytes with distinct functional cell identities. Notably, subtype 3, which specifically expressed *Txnip* (immune-related)^45,46^, *Rbp1* (transcription regulation-related)^47^ and *Sox9* (astrocyte differentiation-related)^48–50^, attracted our attention as the proportion of subtype 3 in hemorrhagic mice was much lower than that in ischemic mice. 

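Txnip and Sox9 lie on chromosomes 3 (96557957 to 96561883) and 11 (112782224 to 112787760) of GRCm38. Over all astrocyte-like cells, Txnip reached 110.2 CPM (95% interval 94.7 to 128), with a UMI in 17.1% of the cells, and Sox9 414 CPM (95% interval 383 to 446), with a UMI in 49.8%. Among the 6 subclusters, Sox9 was between 57.5 CPM in the 23 cells led by Csf1r, Ctss and C1qc and 904 CPM (95% interval 781 to 1041) in the 46 cells led by Meg3, Notum and Hspb1. Txnip was 318 CPM (95% interval 247 to 404) in the latter and 303 CPM (95% interval 230.1 to 392) in the former, and at most 56.0 CPM in the other 4. Txnip was not limited to astrocyte-like cells, since it was found in 63.1% of T-cell-like and 11.7% of oligodendrocyte-like cells. Sox9 was found in 0.114% and 0.569% of them.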

Subtype 3 astrocyte exhibited a notable upregulation of synapse pruning related processes, aligned with abundant synaptic structures and lysosomes in the cytostome, which may be responsible for the different phagocytic features between ischemic and hemorrhagic stroke. 

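C1qa (ENSMUSG00000036887) and C1qb (ENSMUSG00000036905) lie on chromosome 4 of GRCm38, from 136895917 to 136898803 and from 136880129 to 136886187. They are abundant in microglia-like cells, where C1qa reached 10171 CPM and was found in 99.9% of the cells. Free RNA of such genes reaches other droplets, so the UMIs per cell were set beside those of classes that should lack both genes. Oligodendrocyte-like cells held 0.913 C1qa and 0.970 C1qb UMIs per cell, neuroblast-like cells 1.03 and 1.04, and T-cell-like cells 4.15 and 3.91. In 5 of the 6 astrocyte-like subclusters, the means were between 0.369 and 1.10 for C1qa and between 0.348 and 1.31 for C1qb. C1qa was found in 20.4% to 56.5% of the cells of these 5, against 43.6% of oligodendrocyte-like and 60.1% of T-cell-like cells. The largest subcluster lay above oligodendrocyte-like and neuroblast-like cells in these pooled means. The libraries contribute unevenly, so each subcluster was also compared with the cells of each class in the same libraries, which was chosen after the pooled means were seen. The UMIs of both genes in the 5 subclusters were then 0.578 to 1.10 times those of oligodendrocyte-like, 0.526 to 0.988 times those of neuroblast-like and 0.247 to 0.968 times those of T-cell-like cells, of which 6.90% were called doublets. With called doublets left out, the ratio to T-cell-like cells was 0.493 to 1.02 and that to oligodendrocyte-like cells 0.611 to 1.02. No interval of these ratios lay wholly above 1, so C1qa and C1qb in these subclusters were not told from background by UMIs per cell. Depth differs, however, since the subclusters of 186 and 86 cells had medians of 1770.5 and 984.5 UMIs, against 5819 in oligodendrocyte-like cells. In CPM, C1qa was 553 and 374 there, above the 155 of oligodendrocyte-like and 207 of neuroblast-like cells. It was below the 813 of T-cell-like cells, a value with called doublets left in and not matched by library. Background is thus not settled for these subclusters. The exception was the subcluster of 23 cells led by Csf1r, Ctss and C1qc, with 69.6 C1qa UMIs per cell and 8363 CPM (95% interval 7958 to 8783), of which 21.7% were called doublets.

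**Figure D3:**
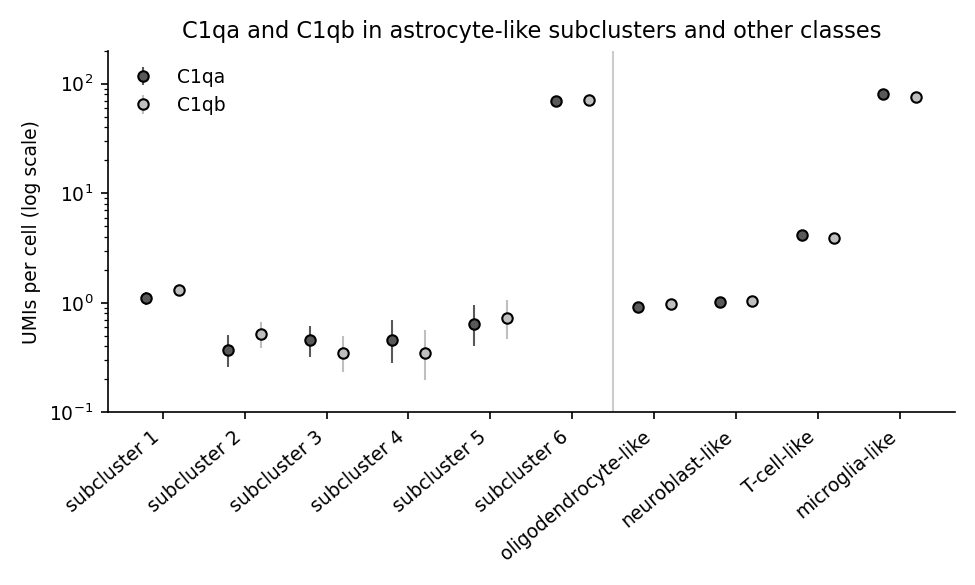
UMIs of C1qa and C1qb per cell (y axis, log scale) in the astrocyte-like subclusters and in 4 other classes (x axis), with the 3 libraries pooled. Points are means per cell and lines exact Poisson 95% intervals for counting error. Subclusters 1 to 5 have at most 1.10 C1qa UMIs per cell and oligodendrocyte-like cells 0.913, while subcluster 6 has 69.6.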

Through genetic analysis, we found that subtype 3 was abundant with C1qa and C1qb, two subunits of complement C1q^51^. Previous studies have shown that C1q localizes to synapses in the developing retina and brain, and plays critical roles important for synapse refinement^12^. In Alzheimer’s disease, C1q is upregulated and deposited onto synapses^13,52^. Together, we assume that *Txnip*^+^/*Rbp1*^+^/*Sox9*^+^ astrocytes could engulf C1q^+^ synapses at the recovery stage of stroke. As the number of subtypes 3 was negligible in the hemorrhagic brain, this may account for why astrocyte-mediated synapse engulfment was rarely detected in hemorrhagic stroke. We also analyzed whether there were different inflammatory/immune cell compositions in ischemic and hemorrhagic stroke. Our data showed that the proportion and number of T cells in the hemorrhagic brain were 14.60% and 1250, respectively, and those in the ischemic brain were 14.10% and 1769, respectively. Considering that the composition of T cells in these two experimental groups was similar, we assume that inflammatory/immune cells may have a negligible impact on astrocytes.

Recovery from neural injury depends on several critical conditions, including neuroprotection after acute brain injury and local remodeling of synapses, axons, and circuits in the chronic stage. Our study demonstrated that knockout of MEGF10 or MERTK improved neurobehavioral recovery as a result of inhibiting synapse engulfment, which raises the question of whether these genetic manipulations also influence cell death and axonal regeneration. By analyzing TUNEL^+^ apoptotic cells, we found that a lack of MEGF10 and MERTK did not affect cell death after stroke. By quantifying SMI32^+^/MBP^+^-damaged myelinated axons, we concluded that knockout of MEGF10 or MERTK decreased axonal degeneration in the ischemic mouse brain but not in the hemorrhagic mouse brain, suggesting that in addition to protecting synapses, genetic manipulation of MEGF10 or MERTK also reduces axonal degeneration in ischemic stroke (Supp. Fig. 10).

The heterogeneous activation of astrocytes should be taken into account to further develop effective treatments targeting glial cell-mediated synapse engulfment. Recent findings revealed that stroke-induced different types of astrocytes, including neurotoxic A1 astrocytes and neuroprotective A2 astrocytes^53,54^. Liddlelow et al.^54^ demonstrated that A1 reactive astrocytes displayed deficient synapse engulfment in the developmental lateral geniculate nucleus. However, according to our scRNA-seq results, we found that astrocytes in the ischemic brain had more A1 properties, whereas astrocytes in the hemorrhagic brain were neither A1-like nor A2-like (Supp. Fig. 11), suggesting that the differences in astrocyte engulfment between the two-stroke models are not A1 or A2 phenotype dependent. The different testing time points following CNS injury could account for this difference, since Liddlelow et al. examined synapse engulfment by astrocyte 24 hrs following acute cerebral ischemia, whereas we focused on the late stage of brain injury. More importantly, accumulating evidence argued that the using A1/A2 concept to identify specific astrocyte functional subtypes was untested and potentially misleading^55^, since multiple studies have found that few and even none of the A1 marker genes are detectably expressed in various neurodegenerative disease and brain injury^56,57^. 

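Published lists of 13 pan-reactive, 12 A1 and 12 A2 genes, fixed before the counts were read, were examined in the astrocyte-like cells. A gene was called detected when at least 10% of these cells held a UMI of it. By this limit, 3 pan-reactive genes (Cxcl10, Vim and Hspb1), 2 A1 genes (H2-D1 and Srgn) and 1 A2 gene (S100a10) were detected. The median share of cells per gene was 1.88% for the pan-reactive, 2.81% for the A1 and 1.04% for the A2 list. The limit does not tell expression from free RNA, and the astrocyte-like cells had a median of 2318 UMIs, against 5819 in oligodendrocyte-like and 4614.5 in T-cell-like cells. H2-D1 was found in 27.7% of the cells, against 37.5% of oligodendrocyte-like and 99.1% of T-cell-like cells, while its CPM was 310.4, against 214 in oligodendrocyte-like and 2406 in T-cell-like cells. Vim was found in 19.0%, against 7.19% of oligodendrocyte-like and 70.7% of T-cell-like cells, with 129 CPM against 15.0 and 575 CPM. Hspb1 was found in 14.0%, against 9.06% of oligodendrocyte-like and 5.03% of T-cell-like cells, with 132 CPM against 19.1 and 46.1 CPM. It was higher in microglia/macrophage-like cells (16.5% and 158 CPM). In the subcluster of 46 cells, Vim was 534 CPM and Hspb1 693 CPM, against 67.6 and 47.2 CPM in the other astrocyte-like cells. Vim was found in 63.0% and Hspb1 in 30.4% of these 46 cells, against 14.3% and 12.2% of the others. Cxcl10 was found in 27.3%, against 25.8% of oligodendrocyte-like and 65.0% of T-cell-like cells, with 473 CPM against 59.1 and 1629.9 CPM. Srgn was found in 17.7%, against 13.0% of oligodendrocyte-like and 96.6% of T-cell-like cells, with 189.8 CPM against 26.1 and 1968 CPM. S100a10 was found in 10.4%, against 4.06% of oligodendrocyte-like and 92.5% of T-cell-like cells, with 56.3 CPM against 9.84 and 1356 CPM. In microglia/macrophage-like cells, H2-D1 was found in 97.9% (2607 CPM), Cxcl10 in 90.8% (4901 CPM) and Srgn in 92.7% (1567 CPM). Vim was found in 22.9% of them (122 CPM), and S100a10 was lower there (6.64%, 10.3 CPM). The astrocyte-like cells include the subcluster of 23 cells led by Csf1r, Ctss and C1qc. Gfap, a pan-reactive gene, was found in 7.29% of the astrocyte-like cells and 0.776% of oligodendrocyte-like cells. The counts depend on the limit, since 4 pan-reactive, 5 A1 and 2 A2 genes passed at 5% of the cells and 1, 1 and 0 at 25%. At this depth, a gene under the limit was not detectable in enough cells, which does not show it to be absent.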

In line with these studies, our results indicated the lack of A1/A2 signature genes in reactive astrogliosis following distinct stroke models. Further efforts are needed to gain a better understanding of astrocyte reactivity which may vary in context-dependent manners.

Our study demonstrated that inhibition of synapse engulfment was beneficial for improving neurobehavioral outcomes, paradoxically, this process may also prevent aberrant synapses from being eliminated. It is known that pruning unnecessary synapses by glial cells is critical for normal brain development^58^. Thus, one concern of our study is that inhibition of synapse engulfment may cause aberrant synapse formation after injury, which could contribute to the pathogenesis of stroke, such as seizures. We did not detect any abnormal behavior of mice that lacked MEGF10 or MERTK, at least within 14 days after stroke, suggesting the different mechanisms of de novo synapse formation in the developing brain and synapse remodeling after injury. Long-term observation is required to further determine whether inhibition of MEGF10 or MERTK would cause abnormal symptoms and behavior in mice. In addition, future efforts are required to determine whether inhibiting phagocytosis of reactive gliosis saves functional or impaired synapses.

## Methods

### Generation of loxp floxed MEGF10 and MERTK mice

MEGF10-flox mice were generated as previously reported^23^. In brief, a targeting construct was generated by the trans-NIH Knock-Out Mouse Project (KOMP) and obtained from the KOMP Repository (www.komp.org). C57BL/6 embryonic stem cells (ESCs) were used for electroporating the MEGF10 conditional KO construct and the correctly targeted ESCs were screened by Southern blot. Resulted chimera males were bred with C57BL/6 wild-type females to obtain MEGF10-flox founder mice. All experiments were performed with support from the Stanford Transgenic Knockout and Tumor Model Center (TKTC).

MERTK-floxed mice were generated using clustered regularly interspaced short palindromic repeats technology (Applied StemCell) as noted in a separate work (Park et al., in preparation). In brief, a mixture of two sets of active guide RNA molecules, two single-stranded oligodeoxynucleotides, and appropriate Cas9 mRNA were injected into the cytoplasm of C57BL/6 embryos, and two LoxP cassettes were inserted into intron 1 and intron 2 to flank exon 2 of the MERTK locus. The following primers were used for genotyping:

forward: 5′-CTTCATCATGCTCACCTCAAACC-3′,

reverse: 5′-GTGCAGAATATTCACCTGACTGC-3′.

To specifically knockout MEGF10 or MERTK in microglia/macrophages or astrocytes, loxp floxed MEGF10, or loxp floxed MERTK mice were crossed with Aldh1l1 ^Cre-ERT2^ or CX3CR1^Cre-ERT2^ mice (gift from Dr. Won-Suk Chung), and tamoxifen (Sigma-Aldrich, MO) dissolved in 95% corn oil at a final concentration of 10 mg/ml was intraperitoneally injected (0.075 mg/g body weight) once a day for 5 consecutive days. Mice were used at least 10 days after the final dose of tamoxifen.

### A mouse model of middle cerebral artery occlusion

Animal studies were reported in accordance with Animal Research: Reporting in Vivo Experiments: ARRIVE guidelines. The procedure for using laboratory animals was approved by the Institutional Animal Care and Use Committee (IACUC) of Shanghai Jiao Tong University, Shanghai, China. The surgery of MCAO was performed as described previously^59^. Adult mice (10–12 weeks, *n* = 30 per group, male: female = 1:1) were anesthetized with 1.5–2% isoflurane and 30%/70% oxygen/nitrous oxide. Body temperature was maintained at 37 °C using a heating pad. In brief, the common carotid artery, internal carotid artery and external carotid artery were separated. A 6-0 suture (Covidien, Mansfield, MA) coated with silicon (Heraeus Kulzer, Germany) was inserted from the external carotid artery, followed by the internal carotid artery, and gently stopped at the opening of middle cerebral artery. The success of occlusion was determined by monitoring the decrease in surface cerebral blood flow (CBF) to 10% of baseline CBF using a laser Doppler flowmetry (Moor Instruments, Devon, UK). Reperfusion was performed by withdrawing the suture 90 min after MCAO.

### Collagenase-induced intracerebral hemorrhage

Adult mice (10–12 weeks, *n* = 30 per group, male: female = 1:1) were anesthetized with isoflurane and secured in a stereotactic frame (RWD Life Science co., Shenzhen, China), then subjected to intracerebral hemorrhage using collagenase IV (Sigma-Aldrich, MO) as previously described with modification^60^. A 29-gauge needle was inserted stereotaxically into the right striatum (coordinates: 0.5 mm anterior, 2.0 mm right lateral, and 3.0 mm ventral to the bregma). A total of 0.075 U collagenase IV dissolved in 4 μl PBS was injected in 10 min using a micro-infusion pump (WPI, Sarasota, FL). The needle was left in place for 5 min to avoid reflux. After withdrawal of the needle, the scalp was sutured. The animals were allowed to recover on a 37 °C heating pad after the operation.

### Tissue collection

For immunostaining, the mice killed at 14 days poststroke were perfused with PBS followed by 4% paraformaldehyde (PFA, Sinopharm Chemical Reagent, China). Brain samples were removed, fixed in 4% PFA for 2 hrs, and fully dehydrated in 30% sucrose for 2 days at 4 °C, then freeze in −80 °C. Histological cryosections (30 μm in thickness) from anterior commissure to hippocampus were collected. The mice sacrificed at 1 day poststroke were perfused with PBS followed by 4% PFA, the brains were removed, immediately frozen in liquid nitrogen (−20 °C, 10 min), and then freeze in −80 °C. Immunostaining was carried out by sampling four to five sections that collectively spans the entire injury region each mouse.

For western blot, the mice were perfused with PBS, the brain was rapidly removed and placed in a cold mouse brain matrix. The brain was cut into a 2 mm-thick slice before and behind the center of Willis Circle (ischemic brain) or injection site (hemorrhagic brain). A punch (diameter = 2 mm) was used to separate the target region in the ipsilateral striatum (Supp. Fig. 1). Then the tissue was transferred into precooled protein lysis buffer (RIPA with protease cocktail inhibitor, phosphatase inhibitor) to extract protein.

### Immunostaining

Brain sections incubated with 0.3% TritonX-100 (Sigma, St Louis, MO) and blocked with 1% bovine serum albumin (BSA, Gbico, MA), then incubated with goat anti-Iba-1 (1:200, NB100–1028, Novusbio, CO), goat anti-GFAP (1:400, ab53554, Abcam, CA), rabbit anti-SYP (1:200, ab52636, Abcam), rabbit anti-Homer-1 (1:200, ab184955, Abcam), rat anti-MERTK (1:200, ebio-14-5751-82, eBioscience, CA), rabbit anti-MEGF10 (1:200, ABC10, Millipore, MA) and rat anti-Mac-2 (1:200, CL8942AP, Cedarlane, Canada), rat anti-P2RY12 (1:50, 848002, BioLegend), rat anti-F4/80 (1:50, ab6640, Abcam), rat anti-LAMP2 (1:200, mabc40, Millipore, MA), goat anti-CD31 (1:200, AF3628, R&D), mouse anti-MAP2 (1:200, MAB3418, Millipore, MA), rat anti MBP (1:200, ab-7349, Abcam), mouse anti-SMI32 (1:200, 801701, BioLegend) at 4 °C overnight. After rinsing with PBS for three times, the brain sections were incubated with the secondary antibodies: Alexa Fluor 488-conjugated donkey anti-goat, Alexa Fluor 594-conjugated donkey anti-goat, Alexa Fluor 488-conjugated donkey anti-rabbit, or Alexa Fluor 594-conjugated donkey anti-rat, Alexa Fluor 647-conjugated donkey anti-goat, Alexa Fluor 594-conjugated donkey anti-mouse (1:400, Invitrogen, CA), Alexa Fluor 647-conjugated chicken anti-rat (1:400, Invitrogen, CA) for 1 hr at room temperature (RT). For the cell death detection, one step TUNEL Apoptosis Assay Kit (MA0224-2, Meilun, China) was used. Then the brain sections were rinsed with PBS three times and incubated with DAPI (Life Technologies, Mulgrave, VIC, Australia) for 5 min at RT. After rinsing with PBS, the brain sections were covered and sealed with a mounting medium (Vector Labs, Burlingame, CA). Images were acquired using a confocal microscope (Leica, Wetzlar, Germany).

### Fluorescence in situ hybridization

In situ hybridization was performed using biotin-labeled riboprobes for MEGF10 (5′-CAACCTAACAATTTCATCATTCTGG-3′, 5′-CCTAACAATTTCATCATTCTGGAAT-3′ and 5′-ACTTCCAACTGTCACAACCTAACAA-3′) and MERTK (5′-ACCGTCAGTCCTTTGTCATTGTGGGC-3′, 5′-GGCTGGGGTTGACGAGGGTGCGTAATCT-3′, and 5′-TATGGTGAGACCAGGAGACGCCATTT-3′). Probes were synthesized and subsequent fluorescence in situ hybridization was performed by GenePharma (Shanghai, China). Briefly, brain cryosections (30 µm) were reactivated in citrate buffer (RT, 15 min), treated with proteinase K (37 °C, 20 min) following blocked (37 °C, 30 min), denatured (78 °C, 2 min), dehydrated using graded ethanol (RT, 2 min) and then hybridized with probe working solution (biotin-probe: SA-Cy3: PBS = 2:1:7) in hybridization buffer overnight at 37 °C. Hybridized sections were washed with 0.2× saline-sodium citrate (SSC) buffer at 60 °C for 15 min (wash I), with 2× SSC at 60 °C for 30 min (wash II), and washed at 37 °C for 30 min (wash III). For immunostaining, slices were incubated with anti-Iba-1 (1:200, NB100–1028, Novusbio) and anti-GFAP (1:200, ab53554, Abcam) primary antibody overnight at 4 °C. After being washed with PBS, slices were incubated with second antibody (1:400, A11055, Invitrogen). Images were visualized under confocal microscope.

### Western blotting

Equal amounts of protein (30 μg) were loaded onto 10% (W/V) sodium dodecyl sulfate–polyacrylamide gel electrophoresis and electrophoresed. The proteins were transferred onto PVDF membrane (Millipore) and incubated with the primary antibodies of MEGF10 (1:700, A10508, ABclonal, MA), MERTK (1:700, AF591, R&D, MN), SYP (1:800, ab52636, Abcam), Homer-1 (1:800, ab184955, Abcam) and β-actin (1:1000, MA5–15739, Invitrogen) at 4 °C overnight. The membrane was washed in TBST buffer and incubated with horseradish peroxidase (HRP)-conjugated anti-rabbit or anti-mouse IgG (1:5000, Invitrogen) for 1 hr at RT, and then reacted with an enhanced chemiluminescence substrate (Meilunbio, Shanghai, China). The result of chemiluminescence was recorded and semi-quantified using the ImageJ software (NIH, Bethesda, MD). Bright-field image and chemiluminescent blots are merged using Tanon GIS software (www.Bio-tanon.com.cn).

### qPCR

Total RNA from the striatum region of brain was isolated using TRIzol Reagent (Invitrogen, Carlsbad, CA). RNA concentration was examined using a spectrophotometer (NanoDrop 1000, Thermo Fisher) followed by a reverse transcription process using cDNA Synthesis SuperMix Kit (11123ES60, Yeason, China). SYBR Green Master Mix (11203ES08, Yeason) was used to perform real-time PCR. A two-stage amplification reaction was performed under the following conditions: 95°C for 5 min, followed by 40 cycles at 95°C for 10 sec, and at 60°C for 30 sec. The primer sequences were:

MEGF10 forward primer: 5′-CCCTCACTGTGCTGATAAATGT-3′, reverse primer: 5′-TGATGGGGTTACACAAAGCTC-3′;

MERTK forward primer: 5′-CCTAACCGTACCTGGTCTGAC-3′, reverse primer: 5′-GGGAGGGGATTACTTTGATGTTG-3′;

GAPDH forward primer: 5′-GAGGGATGCTGCCCTTACC-3′, reverse primer: 5′-AAATCCGTTCACACCGACCT-3′

### Golgi-Cox staining

For Golgi-Cox staining, the manufacturer’s instructions (FD Rapid GolgiStain™ Kit, MD) were strictly followed. Brains were quickly removed, rinsed with double distilled water and then immersed in a 1:1 mixture of solutions A and B (containing mercuric chloride, potassium dichromate and potassium chromate) for 2 weeks at RT in the dark. Brains were then transferred to solution C and kept in the dark for 4 days. Solution C was replaced after the first 24 hrs. Then brains were rapidly frozen in isopentane and kept at −80 °C until sectioning. Cryosectioning was performed on a sliding microtome (Leica) at −22 °C. Coronal sections of 100 µm thickness were cut and transferred to microscope slides (LabScientific) onto small drops of solution C and allowed to dry at RT in the dark overnight. Serial sections were stained with mixture of D and E solutions for 10 min, then dehydrated in a series of graded ethanol, cleared in xylene, and coverslipped with neutral resin. Single-plane images were taken under light field using a confocal microscope (Leica), the following measurement was performed using RECONSTRUCT software (http://synapses.clm.utexas.edu).

### Immuno-TEM

After transcardial perfusion of buffered 4% PFA, brain tissues were immediately immersed in 0.1 M PB containing 4% PFA and 0.5% glutaraldehyde (pH 7.4) at 4 °C for 6 h, and 200-µm-thick slices were cut with a vibratome (VT-1200S, Leica) and then stained exactly as described in the DAB kit instructions (abs957, Absin, Shanghai, China). The brain slices were incubated with anti-Iba-1 (1:200, WAKO, Tokyo, Japan) and anti-GFAP (1:200, Millipore) primary antibody and secondary antibody conjugated with HRP. Immunoreaction products were visualized using DAB substrate. Following observation under a light microscope and identification of the gliosis region, tissue pieces were cut into 1 mm × 1 mm, additionally fixed with 2.5% glutaraldehyde, and prepared for TEM imaging. In brief, tissues were washed with PB, treated with 1% OsO4 for 90 min at RT. Then tissues were dehydrated in a graded series of ethanol (50%, 70%, 90%), and incubated with 100% acetone, a 1:1 mixture of epoxy resin and acetone, and 100% resin (overnight). Tissues were embedded in epoxy resin and cured in a 60 °C oven for 72 hrs. In all, 1-µm-thick sections were cut and stained with 0.1% toluidine blue to distinguish the target region with a light microscope. 100 nm-ultrathin sections were stained with lead citrate and examined under TEM.

### Cresyl violet staining

Cresyl violet staining was examined as previously described^61,62^. For measurement of brain atrophy volume or enlarged LV volume, a series of 30 μm in thickness and 300 μm in interval brain cryosections from anterior commissure to hippocampus were collected. For measurement of infarct volume, frozen brain sections 20 µm in thickness and 200 μm in the interval from the anterior commissure to the hippocampus were collected. The sections were stained with 0.1% cresyl violet solution (Meilun, China), and then the brain atrophy, infarct or enlarged LV volume was measured by subtracting the stained area in the ipsilateral hemisphere area from the contralateral hemisphere using ImageJ software (NIH, Bethesda, MD). The brain atrophy volume, infarct volume, or enlarged LV volume were calculated with the following formula: *V* = ∑h/3[∆S_*n*_ + (∆S_n_*∆S_*n*+1_)^1/2^ + ∆S_*n*+1_], in which *V* represents volume, *h* represents the distance between the two adjacent brain sections, *∆S*_*n*_ and *∆S*_*n+1*_ represent the differences between the two adjacent sections.

### IgG staining

For IgG staining, a series of 20 μm in thickness and 200 μm in interval brain cryosections from the front of hemorrhagic tissue to the end were collected. IgG staining was performed using Histostain^TM^ Plus Kit (SP-0022, Bioss, China). Briefly, brain slices were incubated in 3% H_2_O_2_ for 20 min, and blocked using goat serum for 20 min. Followed by incubating with biotinylated goat anti-mouse IgG solution (1:50, SP-0022, Bioss, China) for 20 min. DAB staining was used for the visualization of immune reactivity (Vector Labs), and the sections were counterstained with hematoxylin (Meilun, China)^62^. The average hemorrhagic area was calculated using ImageJ software.

### Neurobehavioral tests

Neurobehavioral tests were performed before and 1, 3, 7, and 14 days after MCAO surgery and collagenase-induced hemorrhage by an investigator blinded to the experimental design and treatment.

#### Modified neurologic severity score (mNSS)

The mNSS includes a composite of motor, reflex, and balance tests. The severity score was graded at a scale from 0 to 14, in which 0 represents normal, and a higher score indicates a more severe injury^59^.

#### Rotarod test

The rotarod test is used to assess motor coordination and balance alterations. Mice were trained for 3 consecutive days before surgery. The speed was slowly increased from 20 to 40 rpm/min in 5 min. Each mouse was given three trials, and the time that the mice remained on the accelerating rotating rod was recorded.

#### Grid-walking test

The elevated grid-walking apparatus was manufactured using wire mesh with a grid area of 32 cm/20 cm/50 cm (length/width/height). Each mouse was placed individually on the grid and allowed to walk freely for 5 min. A camera was placed beneath the apparatus that allowed recording the animal’s walking trace. A step was considered a stepping error (foot fault) if it did not provide support and the foot went through the grid hole. During this 5-min period, the total number of foot faults for each limb, along with the total number of steps, were counted. The foot fault index was calculated by [(contra faults-ipsi faults)/ total steps] × 100%.

#### Step-through passive avoidance test

Smart cage used in this test was purchased from AfaSci (SFO, CA) and was used for evaluation of the learning and memory performance with a step-through box consisting of a bright chamber connected to a dark chamber via a door^63^. During the training, once entered into the dark zone, the mouse received an electric foot shock. In all, 24 hrs after the training, the time spent in the dark zone of the mouse was recorded up to 10 min without foot shock. Data were analyzed automatically using the Windows-based program CageScore 2.6.

### Virus production and injection

AAV (serotype 2/9) was packaged by OBiO Technology Corp., Ltd (Shanghai, China). pAAV-hSyn-PSD95-mCherry-egfp-CW3SL and pAAV-hsyn-Gephyrin-mCherry-eGFP were gifts from Dr. Won-Suk Chung (Korea Advanced Institute of Science and Technology, Daejeon, South Korea). After purification, the viral titer was determined by real-time PCR.

Three weeks before MCAO or collagenase injection, mice were anesthetized using isoflurane and fixed on a stereotaxic frame (RWD, Shenzhen, China). A total volume of 0.4 μl of PBS containing 5 × 10^9^ viral particles was injected stereotactically at a rate of 0.05 μl/min at 2 mm lateral to the bregma and 3.5 mm under the dura using a micro-infusion pump (WPI, FL). The needle was left in place for 10 min to avoid reflux. After withdrawal to 3.0 mm ventral to the bregma, repeat the steps above. The scalp was then sutured. The animals were allowed to recover on a 37 °C heating pad after the operation.

### Single-cell RNA sequencing

Brains from healthy mice (*n* = 8), ischemic stroke mice (*n* = 8), or hemorrhagic stroke mice (*n* = 8) were rapidly removed, and target tissues were carefully collected and dissociated using an adult brain dissociation kit from Miltenyi Biotec (Bergisch Gladbach, Germany). Subsequent tissue processing and data acquisition were performed by Oebiotech (Shanghai, China). Briefly, single-cell gel beads in emulsions (GEMs) were generated by loading single-cell suspensions onto a Chromium Single-Cell Controller Instrument (10X Genomics). Approximately 12,000 cells were added to each channel. After that, reverse transcription reactions were engaged to generate barcoded full-length cDNA, and cDNA clean-up was performed with DynaBeads Myone Silane Beads (Thermo Fisher Scientific). Next, cDNA was amplified by PCR and the amplified cDNA was fragmented, end-repaired, A-tailed, and ligated to an index adaptor, and then the library was amplified. Every library was sequenced on a HiSeq X Ten platform (Illumina), and 150 bp paired-end reads were generated. the scRNA-seq analysis was performed in one batch or in several batches.

### Bioinformatic analysis

The Cell Ranger software pipeline (Version 3.1.0) provided by 10X Genomics was used to demultiplex cellular barcodes, map reads to the genome and transcriptome using the STAR aligner, and down-sample reads as required to generate normalized aggregate data across samples, producing a matrix of gene counts versus cells. We processed the unique molecular identifier (UMI) count matrix using the R package Seurat^64^ (Version 3.1.1). To remove the batch effects in single-cell RNA-sequencing data, the mutual nearest neighbors (MNN) was performed with the R package batchelor^65^. To remove low-quality cells and likely multiplet captures, which was a major concern in microdroplet-based experiments, we applied a criterion to filter out cells with UMI/gene numbers out of the limit of mean value ± 2-fold of standard deviations assuming a Gaussian distribution of each cells’ UMI/gene numbers. Following visual inspection of the distribution of cells by the fraction of mitochondrial genes expressed, we further discarded low-quality cells where 30% of counts belonged to mitochondrial genes. Library size normalization was performed in Seurat on the filtered matrix to obtain the normalized count.

Top variable genes across single cells were identified using the method described previously^66^. In brief, the average expression and dispersion were calculated for each gene, genes were subsequently placed into several bins based on the expression. Cells were clustered based on a graph-based clustering approach, and were visualized in two-dimension using tSNE. Likelihood ratio test that simultaneously test for changes in mean expression and in the percentage of expressed cells was used to identify significantly DEGs between clusters. Here, we use the R package SingleR^67^, a computational method for unbiased cell type recognition of scRNA-seq to infer the cell of origin of each of the single cells independently and identify cell types. DEGs were identified using the Seurat^64^ package. *p* < 0.05 and |log2foldchange | > 0.58 was set as the threshold for significantly differential expression. GO enrichment and KEGG pathway enrichment analysis of DEGs were respectively performed using R based on the hypergeometric distribution.

### Image acquirement

Quantitative analysis of the acquired images was performed using both LAS AF Lite (for quantification of cell numbers), ImageJ software (for quantification of fluorescence intensity), and Imaris (for 3D rendering construction of analyzed cells) software. Images at four perifocal areas surrounding lesion core in the ipsilateral hemisphere were taken (Experimental scheme) under a confocal microscope. For Mac-2 and MEGF10/MERTK expression, ×40 and ×160 images were taken, z-stack = 5, 5 μm per section; for synaptic engulfment and colocalization, ×40 and ×200 image were taken, z-stack = 10, 2.5 μm per section, the 3D view images were reconstructed in Imaris software (9.0.3 Bitplane).

The percent volume of engulfed synaptic material in glial cells was assessed using ImageJ software and DIANA plugin as previously described^23,68^ with modification. In brief, since each image was taken under the same conditions, we introduced a normalization value to consider the differences in synaptic puncta volume. Synaptic puncta in-unit glia represents the size of synaptic puncta inside of glia/ the size of total phagocytic glia. mCherry-alone puncta in-unit glia (AU) represents the size of mean mCherry-alone puncta inside of unit glia = the size of mCherry-alone puncta inside of glia/ the size of total phagocytic glia. The size of mCherry-alone puncta inside(outside) of glia = the size of mCherry-GFP puncta inside(outside) of glia–the size of GFP puncta inside(outside) of glia. The percentage of synaptic puncta inside of glial lysosome was assessed using ROI quantification tool of LAS AF Lite software. The average percentage of synaptic puncta within lysosome inside of glia = (ROI of synaptic puncta inside of glial lysosome/ROI of total synaptic puncta inside glia)×100%. For pre- and post- synaptic puncta colocalization assay, the number of synaptic puncta per field was measured using DIANA plugin as described^23^. For other colocalization assays, the number of positive cells was calculated in LAS AF Lite software. For dendritic spine quantification, representative brain coronal sections (100 μm-thick) from lesion site were imaged under confocal microscope, ×20 and ×120 images were taken at single panel. For synaptic ultrastructure observation, 100 nm-ultrathin section was imaged under biological TEM (Tecnai G2 spirit Biotwin) at ×2.9 K, ×9.3 K, ×30 K and ×48 K, 30–40 DAB-stained cells were quantified.

### Data analysis and statistics

All statistical tests were run in Prism7.0 (Graphpad). All values are presented as mean ± SD. The number of brain sections and animals used (*n*) is indicated in the figure legends. Statistical analyses were performed with one-way or two-way analysis of variance, followed by Dunnett or Tukey multiple comparisons. Two-tailed *p* < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus under the accession number GSE167593. Uncropped western blots are provided in the Supplementary Information file (Supp. Fig. 12). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Stroke subtype-dependent synapse elimination by reactive gliosis in mice
**Source:** Nat Commun. 2021 Nov 26;12:6943. doi: 10.1038/s41467-021-27248-x

## Supplementary Figure 1

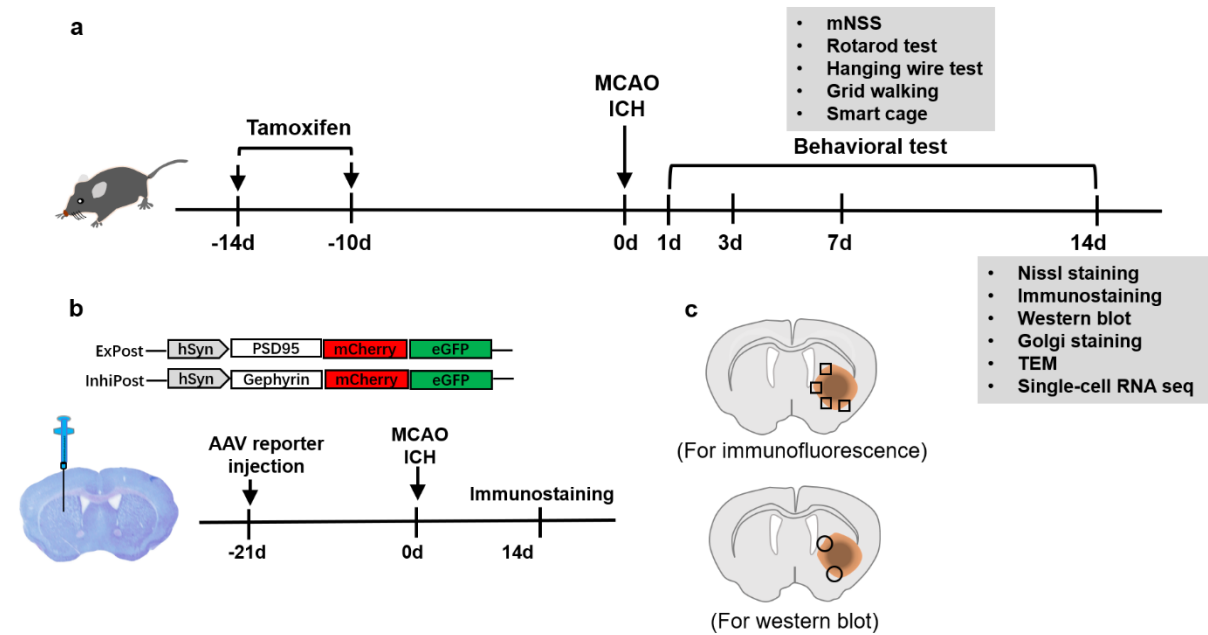

**Supplementary Figure 1. Experimental Scheme.** (a) The schematic illustration of experimental design. (b) Illustration of AAV reporter injection. (c) Brain regions used for western blot and immunofluorescence analysis.

## Supplementary Figure 2

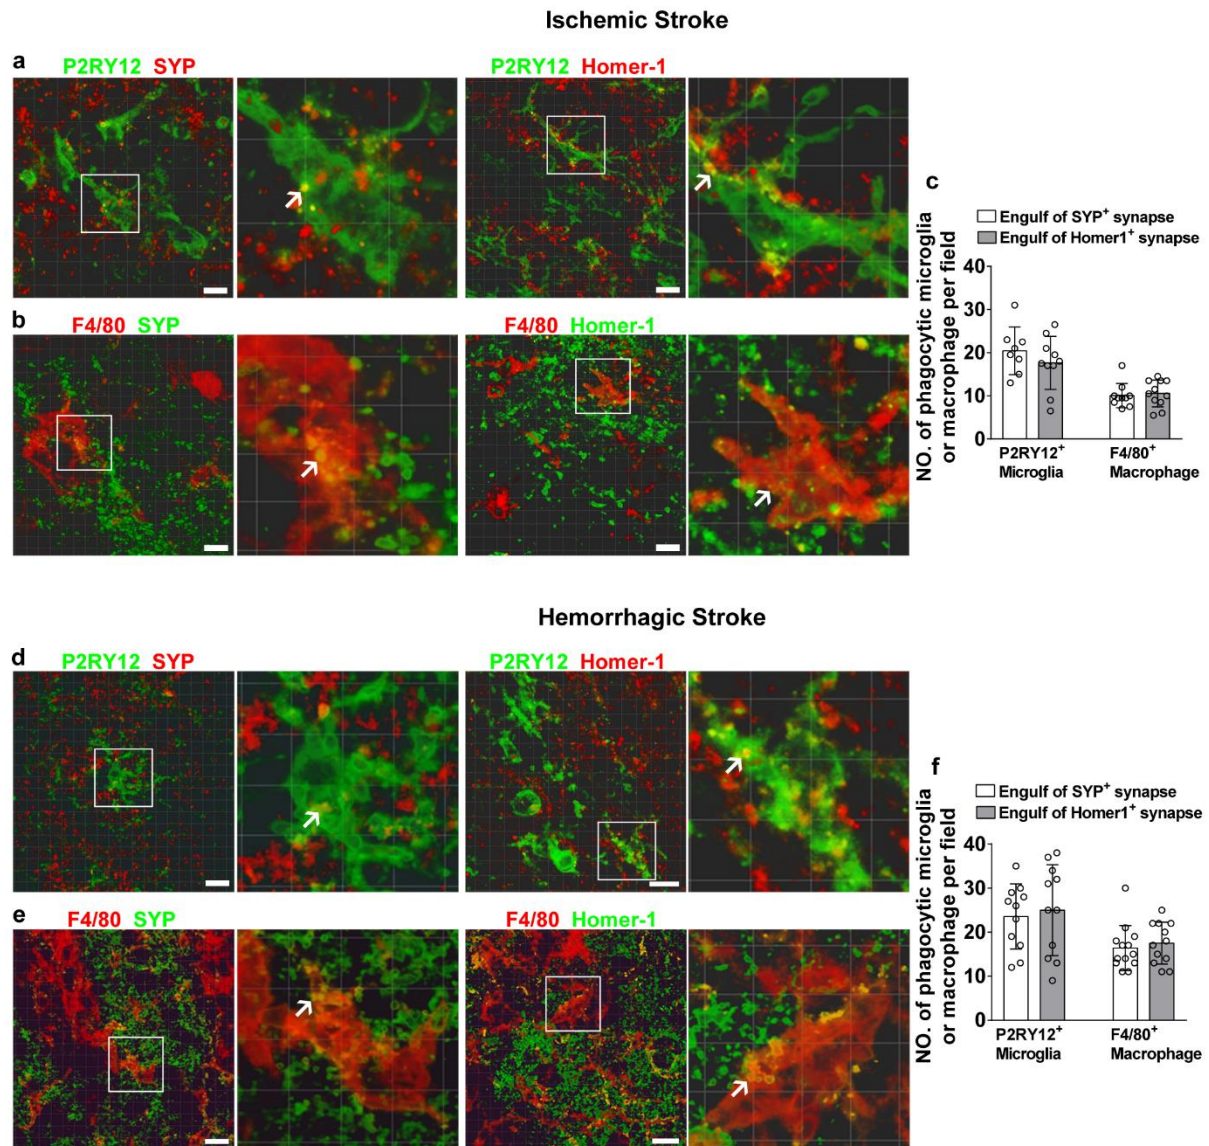

**Supplementary Figure 2. Differential contribution of microglia/macrophages in engulfing synapses in ischemic and hemorrhagic stroke.** (a-c) 3D reconstruction images showed SYP<sup>+</sup> and Homer-1<sup>+</sup> synapse (a, red; b, green) engulfed by P2RY12<sup>+</sup> microglia (green) and F4/80<sup>+</sup> macrophages (red) in the ischemic brain, and the proportion of phagocytic cells were quantified. (d-f) 3D reconstruction images showing SYP<sup>+</sup> and Homer-1<sup>+</sup> synapse (a, red; b, green) engulfed by P2RY12<sup>+</sup> microglia (green) and F4/80<sup>+</sup> macrophages (red) in hemorrhagic brain, and the number of phagocytic cells were quantified. Bar=10  $\mu$ m. Statistics are derived from 8, 10, 10, 11 slices (c) and 11, 11, 13, 12 slices (f) (from left to right), n= 3 mice per group. Data are mean  $\pm$  SD.

### Supplementary Figure 3

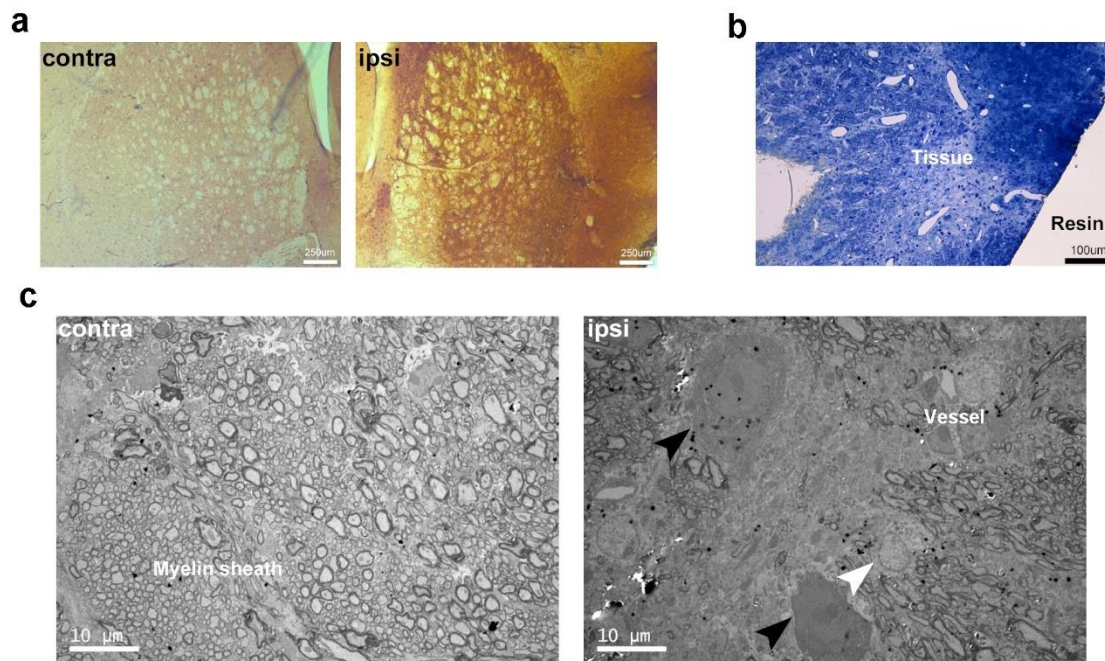

**Supplementary Figure 3. Procedure of immuno-TEM.** (a) DAB staining of glial cells. Left, contralateral striatum; right, ipsilateral striatum. Bar=250 μm. (b) Toluidine blue staining of semi-thin sections to distinguish the target tissue. Blue, tissue; white, resin. Bar=100 μm. (c) Low magnification of TEM images of striatum. Left, normal striatum, with intact myelin sheath; right, ipsilateral striatum. Arrowheads (black) indicated target glial cells (dark) filled with DAB immunoprecipitation in the cytoplasm and arrowheads (white) indicated unstained cells (light). Bar=10 μm. The experiment was repeated three times independently.

## Supplementary Figure 4

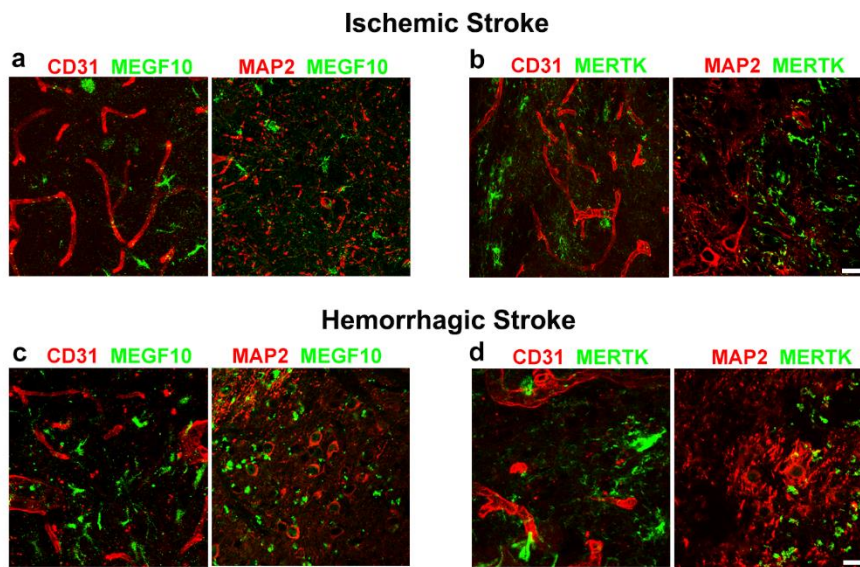

### Supplementary Figure 4. Colocalization of MEGF10/MERTK on other cell types.

MEGF10 and MERTK expression on MAP2<sup>+</sup> neurons and CD31<sup>+</sup> endothelial cells in both ischemic (**a**, **b**) and hemorrhagic stroke (**c**, **d**). Bar=20  $\mu$ m. Statistical quantification shown in **Fig. 4**. The experiment was repeated three times independently.

## Supplementary Figure 5

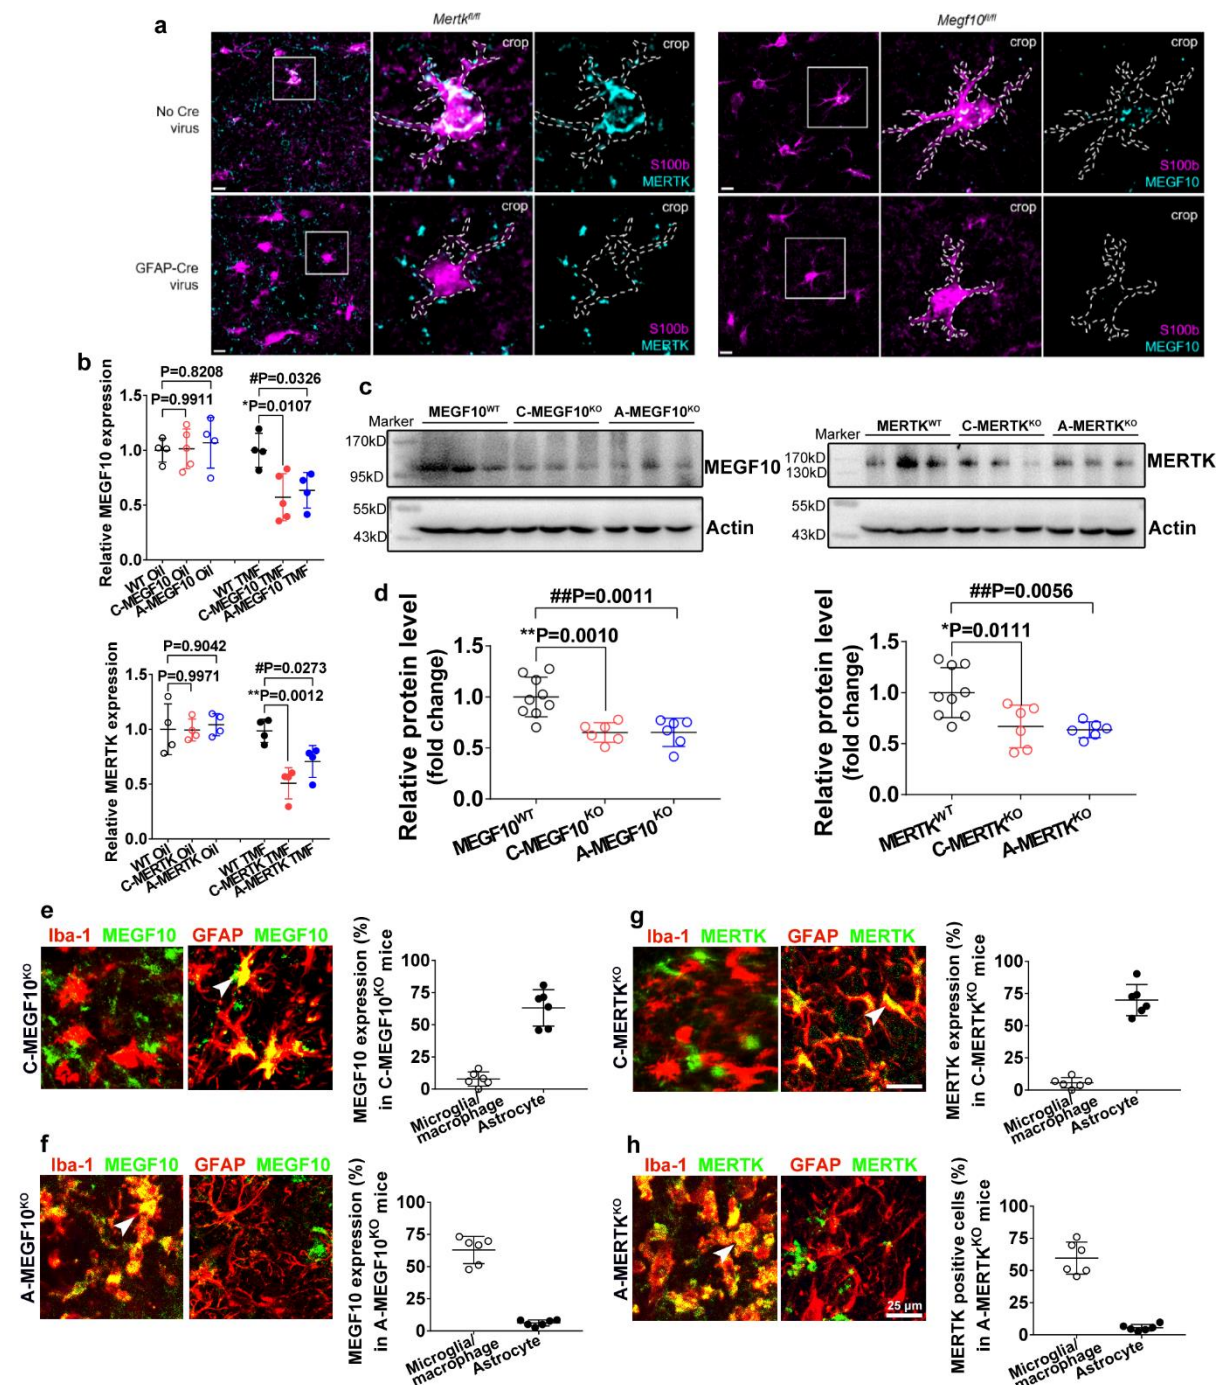

**Supplementary Figure 5. Evaluation of MEGF10 and METRK expression in microglia/macrophage- and astrocyte-specific MEGF10 and MERTK knockout mice.** (a) AAV5-GFAP-Cre virus injection into MEGF10<sup>fl/fl</sup> or MERTK<sup>fl/fl</sup> mouse brain showed astrocyte-specific deletion of MERTK and MEGF10 proteins, compared to the control viral vector injected cases. Bar=25 μm. The experiment was repeated twice independently. (b) mRNA level of MEGF10 and MERTK in the striatum of oil-injected

WT and transgenic mice, tamoxifen-injected WT and transgenic mice. N=4, 5, 4, 4, 5, 4 mice (up panel) and 4, 4, 4, 4, 4, 4 mice (bottom panel) per group (from left to right). **(c, d)** Western blotting and quantification of MEGF10 and MERTK levels in MEGF10<sup>WT</sup>, C-MEGF10<sup>KO</sup>, A-MEGF10<sup>KO</sup>, MERTK<sup>WT</sup>, C-MERTK<sup>KO</sup>, A-MERTK<sup>KO</sup> mice. N=9, 6, 6 mice and 9, 6, 6 mice per group (from left to right). **(e-f)** Representative images showed MEGF10 and MERTK were specifically knockout in microglia/macrophages (Iba-1<sup>+</sup>, red) but not in astrocytes (GFAP<sup>+</sup>, red) in C-MEGF10<sup>KO</sup> and C-MERTK<sup>KO</sup> mice. Arrowheads indicate colocalization of MEGF10 and METRK with astrocytes. Bar=25  $\mu$ m. **(g-h)** Representative images showed MEGF10 and MERTK were specifically knockout in astrocytes but not in microglia/macrophages in A-MEGF10<sup>KO</sup> and A-MERTK<sup>KO</sup> mice, as indicated by arrowheads. **(e-h)** Statistics are derived from 6 slices, n=3 mice per group. Bar=25  $\mu$ m. One-way ANOVA followed by Dunnett's test. Data are mean  $\pm$  SD.

## Supplementary Figure 6

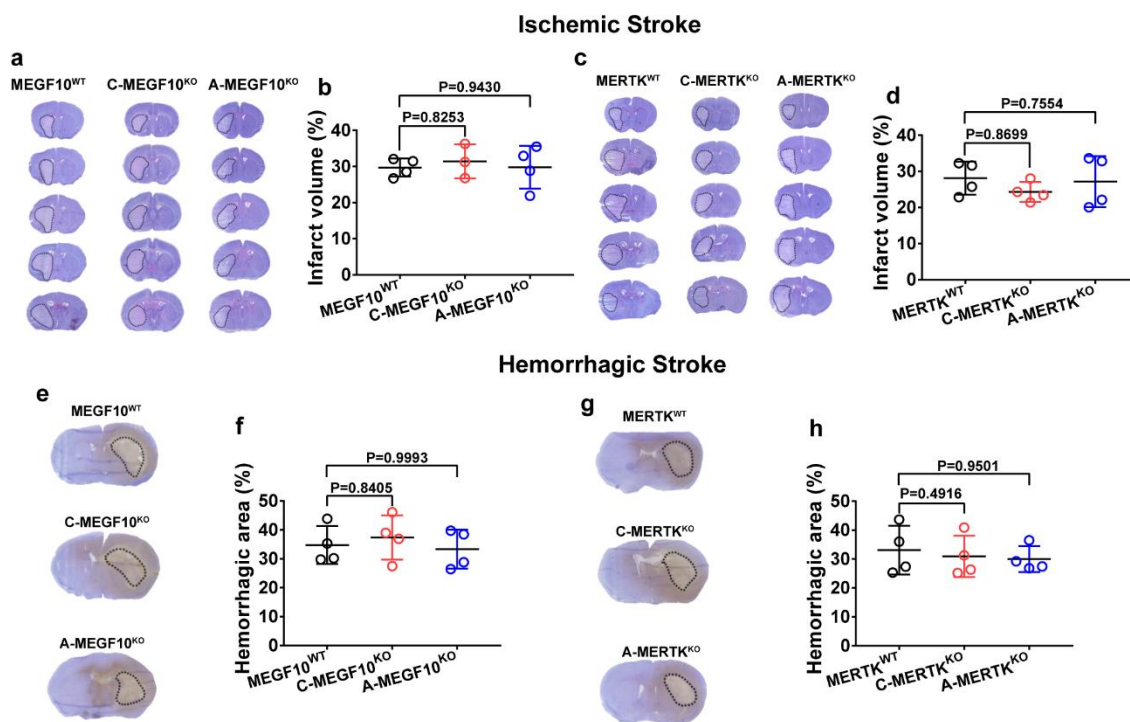

**Supplementary Figure 6. Conditional MEGF10 and MERTK knockout did not influence initial brain infarct volume or hemorrhagic area in mice following acute stroke. (a-d)** Cresyl violet-stained brain sections and quantification of infarct volume of 1 day following ischemic stroke. N=4, 3, 4 mice (**b**) and 4, 4, 4 mice (**d**) (from left to right). **(e-h)** DAB-stained brain sections and quantification of infarct volume of 1 day post hemorrhagic stroke. Black dashed lines indicated infarct area and core hemorrhagic area of ipsilateral brain. N=4 mice per group. One-way ANOVA followed by Dunnett's test. Data are mean  $\pm$  SD.

## Supplementary Figure 7

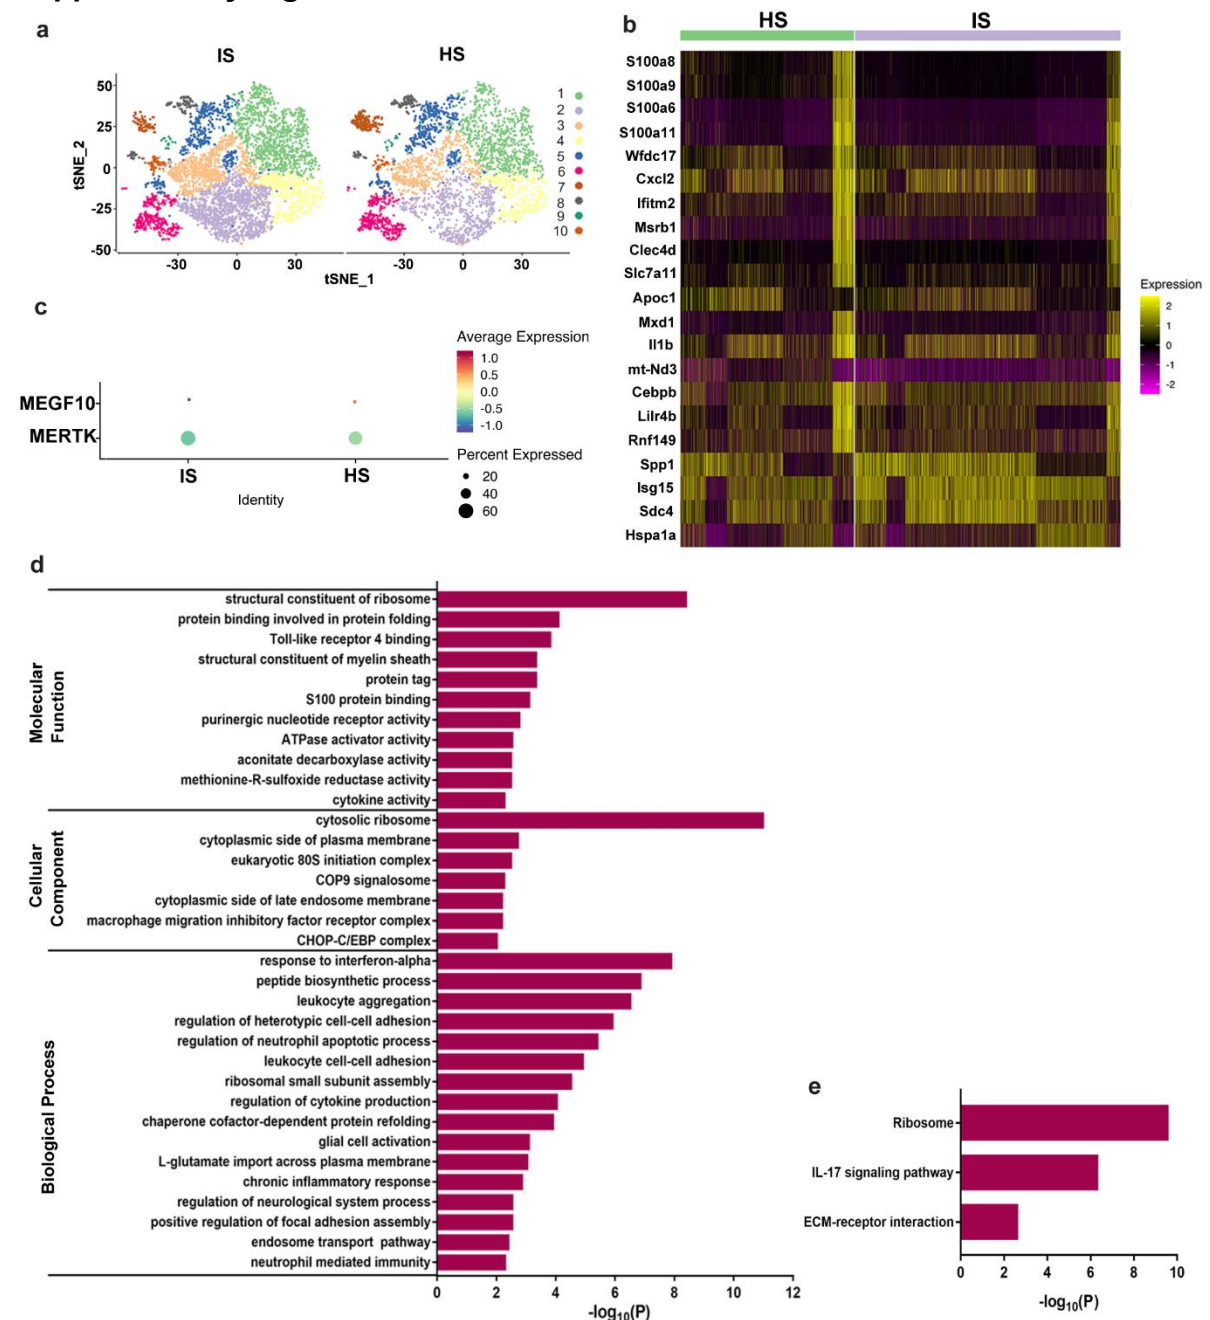

**Supplementary Figure 7. scRNA-Seq analysis revealed differentially gene expression of microglia/macrophages in ischemic and hemorrhagic stroke.**

(a) tSNE map showed subclusters of microglia/macrophages in ischemic stroke (IS) and hemorrhagic stroke (HS). (b) Heatmap showed fold change of top genes. (c) Dot plot showing the MEGF10 and MERTK expression in microglia/macrophages. (d-e) Bar chart showed functional enrichment analysis of differentially expressed genes of microglia between ischemic and hemorrhagic stroke. GO (d) and KEGG (e) terms were shown in rows and  $-\log_{10}(p \text{ value})$  in columns.

## Supplementary Figure 8

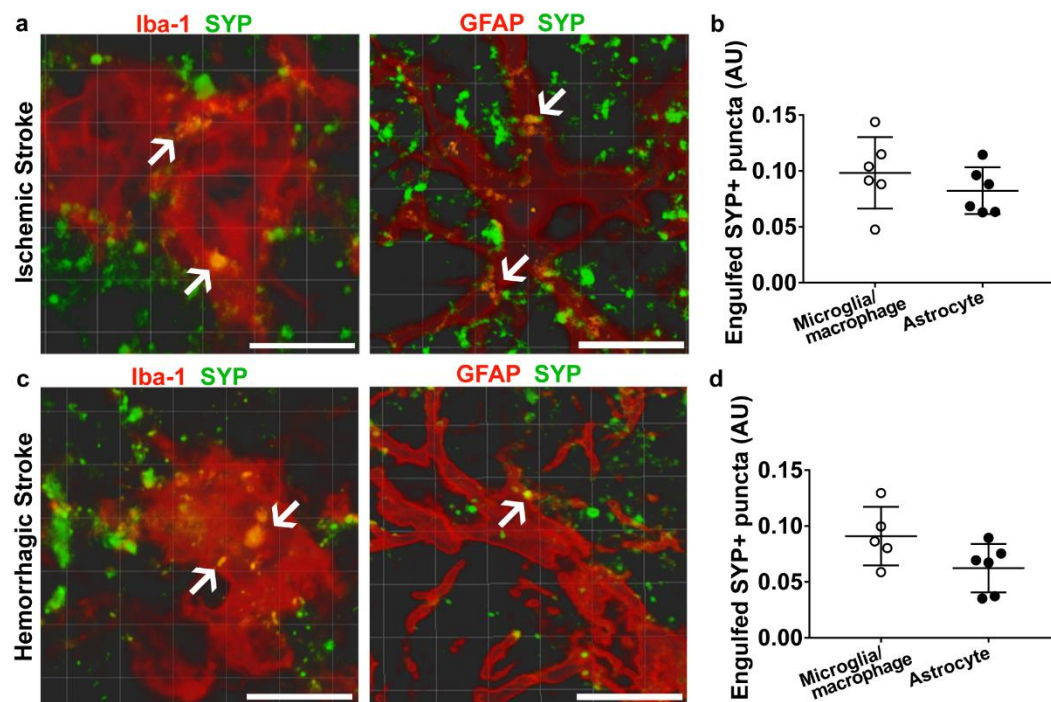

## Supplementary Figure 8. Synapse engulfment by glial cell in acute stroke injury.

SYP<sup>+</sup> synapse (green) engulfed by microglia/macrophages (Iba-1<sup>+</sup>, red) and astrocyte (GFAP<sup>+</sup>, red) at 1 day following ischemic (**a, b**) and hemorrhagic stroke (**c, d**). Bar=10  $\mu$ m. AU, arbitrary units. Statistics are derived from 6,6 slices (**b**) and 5, 6 slices (**d**) (from left to right), n=3 mice per group. Data are mean  $\pm$  SD.

## Supplementary Figure 9

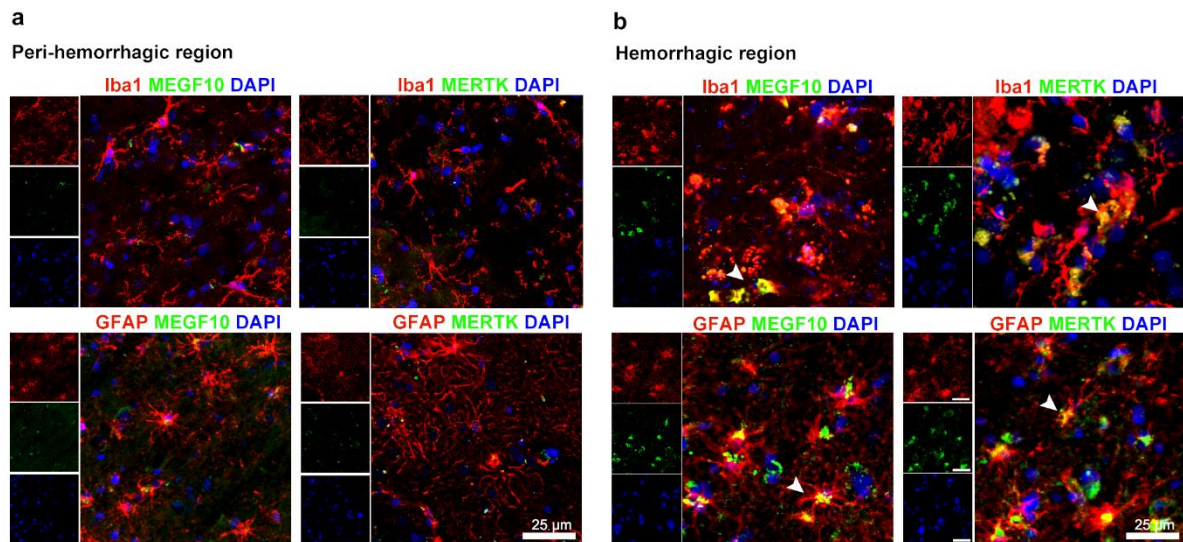

**Supplementary Figure 9. MEGF10 and MERTK were expressed in microglia/macrophages and astrocytes in hemorrhagic human brain.** Immunostaining results showed colocalization of MEGF10 (green) and MERTK (green) with Iba1<sup>+</sup> microglia/macrophages (red) and GFAP<sup>+</sup> astrocytes (red) in proximal hemorrhagic region (a) and core hemorrhagic region (b) of human brain at 12 hrs post hemorrhagic stroke. Bar=25 μm. Arrowheads indicate colocalization. The experiment was repeated twice independently.

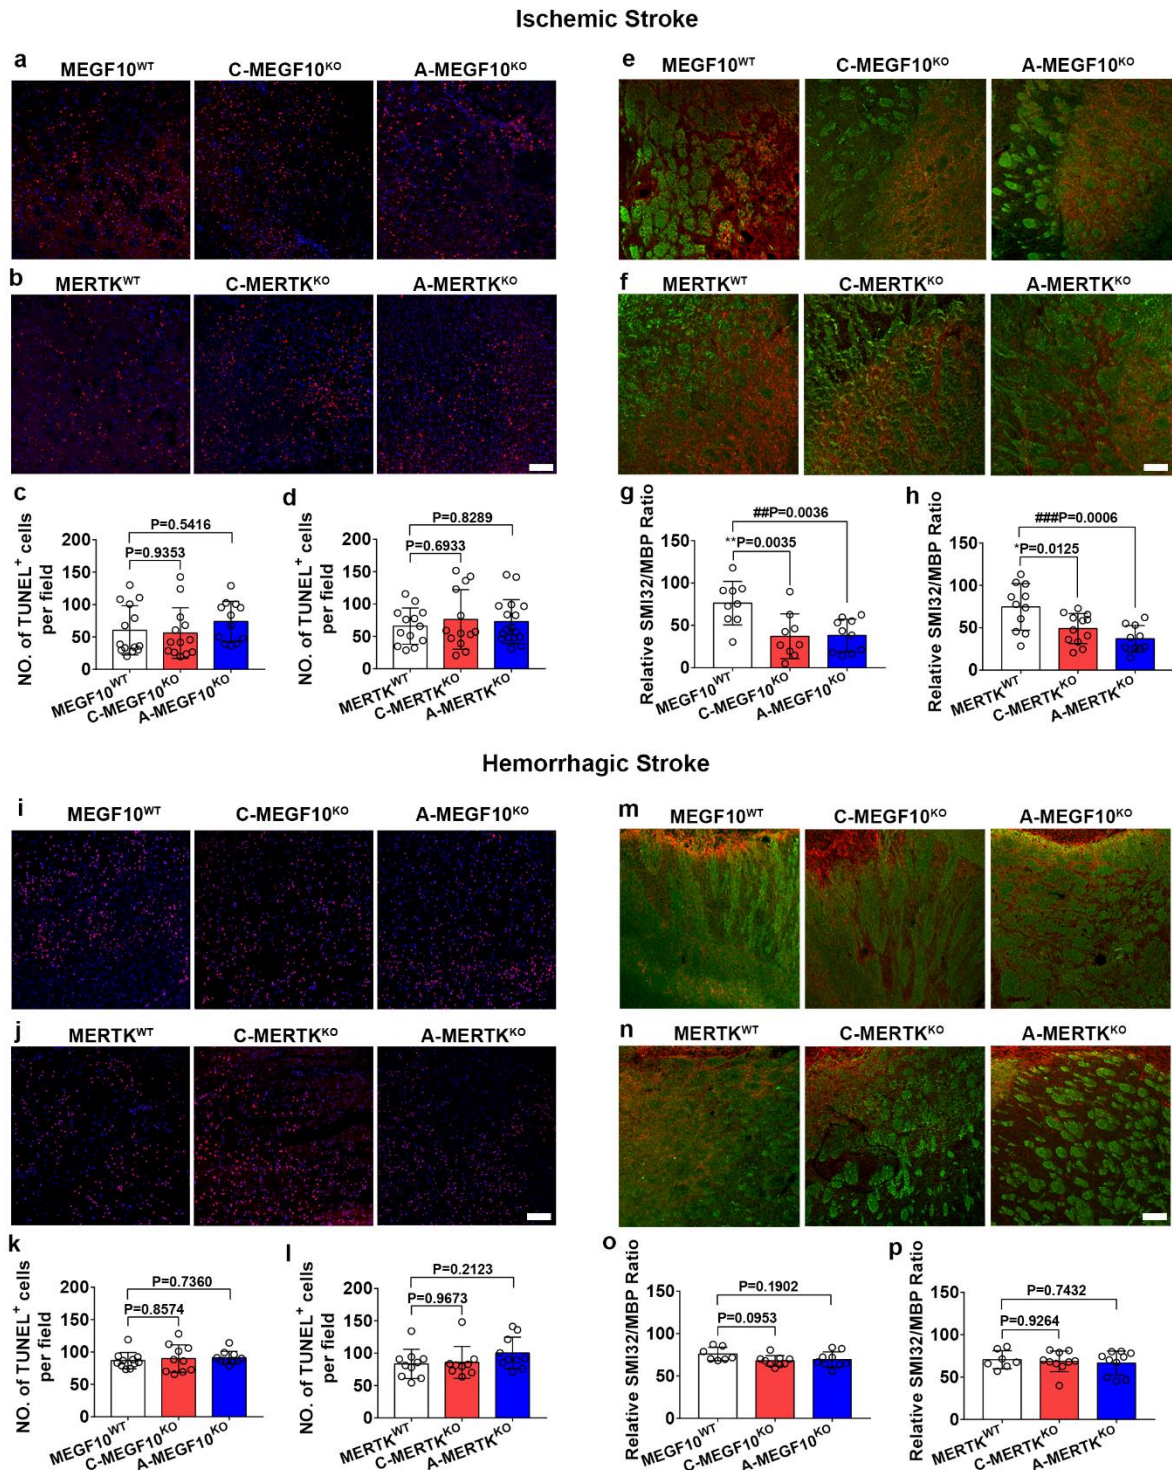

**Supplementary Figure 10. The effect of conditional MEGF10 or MERTK knockout on cell death and axonal regeneration in the stroke mouse brain. (a-d)** Comparing the number of TUNEL<sup>+</sup> cells of different groups at 1 day following ischemic stroke and quantification. TUNEL, red; DAPI, blue. Statistics are derived from 14, 13, 12 slices (c) and 13, 13, 17 slices (d) (from left to right), n=4 mice per group. (e-h) Co-localization

of MBP (green) and SMI32 (red) indicating axonal degeneration at 14 days following ischemic stroke and quantification. Statistics are derived from 9, 9, 10 slices (**g**) and 11, 12, 10 slices (**h**) (from left to right), n=4 mice per group. (**i-l**) Comparing the number of TUNEL<sup>+</sup> cells of different groups at 1 day following hemorrhagic stroke and quantification. Statistics are derived from 11, 10, 10 slices (**k**) and 10, 9, 10 slices (**l**) (from left to right), n=4 mice per group. (**m-p**) Co-localization of MBP (green) and SMI32 (red) showing axonal degeneration at 14 days post ischemic stroke and quantification. Statistics are derived from 7, 9, 9 slices (**o**) and 7, 10, 10 slices (**p**) (from left to right), n=4 mice per group. Bar=100  $\mu$ m. One-way ANOVA followed by Dunnett's test. Data are mean  $\pm$  SD.

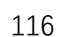

117  
118  
119  
120

121     **Marker genes of different cell clusters.**

122

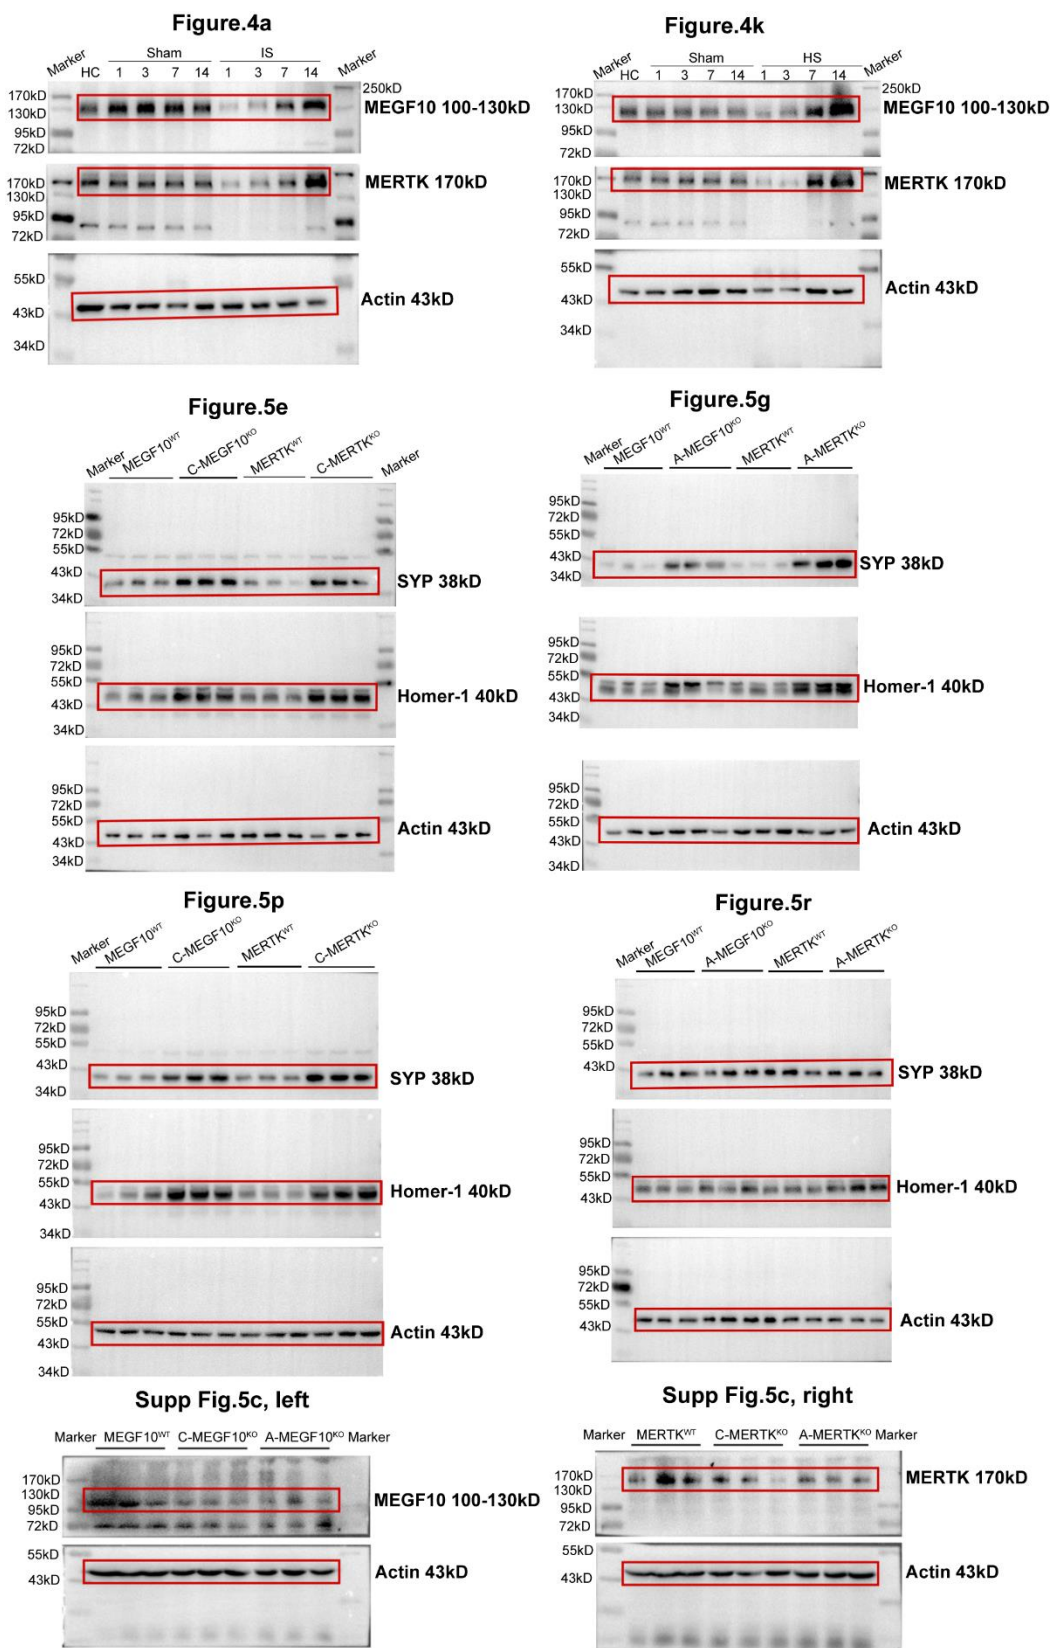

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Stroke subtype-dependent synapse elimination by reactive gliosis in mice
**Source:** Nat Commun. 2021 Nov 26;12:6943. doi: 10.1038/s41467-021-27248-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Bright-field and fluorescent signals were detected by confocal laser scanning fluorescent microscopy (Leica, Wetzlar, Germany). Western blot results were collected using chemiluminescent imaging system (Tanon 5200). TEM images were imaged under biological transmission electron microscope (Tecnai G2 spirit Biotwin). Single cell RNA samples were sequenced on a HiSeq X Ten platform (Illumina).                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | Immunohistochemistry signals were quantified using LAS AF Lite version 4.0 (Leica Biosystems, Germany) and ImageJ version 1.51j8 (NIH, Bethesda, MD). 3D images were reconstructed using Imaris version 9.0.1. Western blot results were quantified using ImageJ software. Bright field image and chemiluminescent blots are merged using Tanon GIS software Version 1.0. The length and number of dendrite spine were calculated using Reconstruct version 1.1.0.0. The statistical analysis for all experiments was performed using GraphPad Prism version 7.0. Detailed analysis was described in each figure legend. Cell Ranger software pipeline (Version 3.1.0) provided by 10 × Genomics and R package Seurat (Version 3.1.1) were used for scRNA-seq analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data are provided with this paper. The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the

accession number GSE167593 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167593>). All statistical source data and relevant scRNA-seq tables are provided in the Source Data file. Uncropped western blots are provided in the Supplementary Information file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample size. The sample size was determined based on similar previous studies of our laboratory[1,2] and on previous experiments using similar methodologies[3,4]. Detailed sample size were described in the figure legends.<br>References:<br>[1] Jiang, Lu , et al. "Optogenetic Inhibition of Striatal GABAergic Neuronal Activity Improves Outcomes After Ischemic Brain Injury." Stroke 48.12(2017):STROKEAHA.117.019017.<br>[2] Zhang, L. Y. , et al. "Microglia exacerbate white matter injury via complement C3/C3aR pathway after hypoperfusion." Theranostics 10.1 (2020):74-90.<br>[3] Lee, J. H. , et al. "Astrocytes phagocytose adult hippocampal synapses for circuit homeostasis." Nature (2020):1-6.<br>[4] Chung, W. S. , et al. "Astrocytes mediate synapse elimination through MEGF10 and MERTK pathways." Nature 504.7480(2013):394. |
| Data exclusions | Animals with which neurological severity score less than 6 at day 1 following stroke, and animals in which histochemical examination showed that the stroke model was unsuccessful were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | The experiment for each study was successfully repeated for at least two times.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | All samples used in the study were randomly allocated into different experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | The behavioral tests, TEM imaging and single-cell RNA sequencing were performed by investigators blinded to the experimental design. For other experiments, investigators were blinded for group allocation, but not blinded for data collection and analysis for practical reasons. We confirmed that all samples were collected and analyzed under the same conditions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

#### Immunostaining:

Iba-1 (1:200, NB100-1028, novusbio, CO), GFAP (1:400, ab53554, Abcam, CA), Synaptophysin (1:200, ab52636, Abcam), Homer-1 (1:200, ab184955, Abcam), MERTK (1:200, ebio-14-5751-82, ebioscience, CA), MEGF10 (1:200, ABC10, Millipore, MA), Mac-2 (1:200, CL8942AP, Cedarlane, Canada), LAMP-2 (1:200, MABC40, Millipore, MA), rat-anti P2RY12 (1:50, 848002, BioLegend), rat-anti F4/80 (1:50, ab6640, Abcam), goat-anti CD31 (1:200, AF3628, R&D), mouse anti MAP2 (1:200, MAB3418, Millipore, MA), rat anti MBP (1:200, ab-7349, Abcam), mouse anti SMI32 (1:200, 801701, BioLegend), Alexa Fluor donkey anti-goat 488, 555, 647 (1:400, A11052, A21432, A21447, Invitrogen, CA), Alexa Fluor donkey anti-rabbit 488 (1:400, A21206, Invitrogen, CA), Alexa Fluor donkey anti-rat 488, 594 (1:400, A21208, A21209, Alnvitrogen, CA), Alexa Fluor chicken anti-rat 647 (1:400, A21472, Invitrogen, CA)

#### Western blot:

MEGF10 (1:700, A10508, Abclonal, MA), MERTK (1:700, AF591, R&D, MN), Synaptophysin (1:800, ab52636, Abcam), Homer-1 (1:800, ab184955, Abcam),  $\beta$ -actin (1:1000, MA5-15739, Invitrogen), HRP-conjugated anti-rabbit or anti-mouse IgG (1:5000, Invitrogen)

IgG staining:  
Biotinylated goat anti-mouse IgG (1:50, SP-0022, Bioss, China)

## Validation

Antibodies used in our study have been validated by the antibody companies and multiple labs.

The Iba-1 antibody (NB100-1028, novusbio) is reactive to mouse tissue, and has been cited in 175 publications, including Wang J et al., 2019, which used this antibody on mouse brain.

The GFAP antibody (ab53554, Abcam) is reactive to mouse tissue, and has been cited in 156 publications, including Fragola G et al., 2020, which used this antibody on mouse brain.

The Synaptophysin antibody (ab52636, Abcam) is reactive to mouse tissue, and has been cited in 28 publications for both immunostaining and western blot, including Paolicelli RC et al., 2017, which used this antibody on mouse brain.

The Homer-1 antibody (ab184955, Abcam) is reactive to mouse tissue, and has been cited in 5 publications for both immunostaining and western blot.

The MEGF10 antibody (ABC10, Millipore) is reactive to mouse tissue, Morizawa et al., 2017, and Joon-Hyuk Lee et al., 2020, used this antibody on mouse brain.

The MERTK antibody (14-5751-82, ebioscience) is reactive to mouse tissue, and has been cited in 5 publications.

The Mac-2 antibody (CL8942AP, Cedarlane) is reactive to mouse tissue, and has been cited in 39 publications. Katrin et al., 2017 and Irene et al., 2017 used this antibody on mouse adipose tissue.

The LAMP-2 antibody (MABC40, Millipore) is reactive to mouse tissue. In the website, this antibody can be used for immunofluorescence analysis of LAMP-2, including Ferguson et al., 2009, used this antibody on mouse brain.

The MEGF10 antibody (A10508, ABclonal) is reactive to mouse tissue. In the website, expression of MEGF10 was observed in mouse brain for both immunostaining and western blot.

The MERTK antibody (AF591, R&D) is reactive to mouse tissue, and has been cited in 30 publications, including RB Birge et al., 2019, which used this antibody on mouse brain.

The  $\beta$ -actin antibody (MA5-15739, Invitrogen) is reactive to mouse tissue, and has been cited in 190 publications for western blot.

The P2RY12 antibody (848002, BioLegend) is reactive to mouse tissue, and has been cited in 8 publications, including Werneburg S et al., 2020, which used this antibody on mouse brain.

The F4/80 antibody (ab6640, Abcam) is reactive to mouse tissue, and has been cited in 742 publications, including Bautista JA et al., 2021, which used this antibody on mouse brain.

The CD31 antibody (AF3628, R&D) is reactive to mouse tissue, and has been cited in 120 publications, including L Kang et al., 2020, which used this antibody on mouse brain.

The MAP2 antibody (MAB3418, Millipore) is reactive to mouse tissue, and has been cited in 319 publications, including Koh et al., 2015, which used this antibody on mouse brain.

The MBP antibody (ab-7349, Abcam) is reactive to mouse tissue, and has been cited in 187 publications, including Melero et al., 2021, which used this antibody on mouse brain.

The SMI32 antibody (801701, BioLegend) is reactive to mouse tissue, and has been cited in 85 publications, including Kelley et al., 2018, which used this antibody on mouse brain.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

C57BL/6 mice (male: female=1:1) were purchased from Jackson Laboratory (Stock No. 000664).

MEGF10-flox mice were generated by the trans-NIH Knock-Out Mouse Project (KOMP) with support from the Stanford Transgenic Knockout and Tumor Model Center (TKTC).

MERTK-flox mice were generated using clustered regularly interspaced short palindromic repeats (CRISPR) technology (Applied StemCell).

Loxp floxed MEGF10 or loxp floxed MERTK mice were crossed with Aldh1l1 Cre-ERT2 or CX3CR1Cre-ERT2 mice (gift from Dr. Won-Suk Chung) and intraperitoneal injected with tamoxifen, to generated specifically gene knockout mice.

All mice with age range 10-12 weeks (male: female=1:1) were used in all experiments.

All mice were kept in a humidity-controlled specific-pathogen free (SPF) house at 22-25°C with 12-hrs dark/light cycling, and were allowed to eat and drink freely.

### Wild animals

This study did not involve wild animals.

### Field-collected samples

This study did not involve samples collected from the fields.

### Ethics oversight

Animal studies were reported in accordance with Animal Research: Reporting in Vivo Experiments: ARRIVE guidelines. The procedure for using laboratory animals was approved by the Institutional Animal Care and Use Committee (IACUC) of Shanghai Jiao Tong University, Shanghai, China.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

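The scRNA-seq libraries came from brain tissue of 8 healthy, 8 ischemic stroke and 8 hemorrhagic stroke mice, with 1 library per condition; the sample labels give an age of 10 weeks. The authors made 1 matrix of UMI counts from the 3 libraries with Cell Ranger 3.1.0, which mapped the reads with STAR and down-sampled them across libraries. The deposited values are whole-number counts per gene and cell, with no normalization per cell, and the matrix still holds barcodes that the filter of the methods removes. The libraries are told apart only by a barcode suffix from 1 to 3, and the sources used here do not pair the suffixes with the conditions. The condition of a cell was not inferred from library size, order or values, so the matrix was treated as 1 pooled sample. The differences between hemorrhagic and ischemic stroke in Fig. 10b, Fig. 10d and Supp. Fig. 7, the share of subtype 3 by condition and the T-cell proportions by condition were therefore not analysed here. The images, blots and behavior data of the paper were not used here.

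The libraries of barcode suffix 1, 2 and 3 held 10140, 15190 and 10638 barcodes with a median of 5733, 5326.5 and 5730.5 UMIs. The mean and SD of the filter were taken over all barcodes, since the methods do not say whether they were taken within a library. Limits set within each library, no limits, and a minimum of 500 genes were tried as alternatives, as was a mitochondrial limit of 10%. Doublets were called within each library by a rewritten version of the Scrublet method, with 2 simulated doublets per cell, 2000 variable genes, 30 principal components and an assumed rate of 10%. They were 3.24% of all barcodes and 2.61% of the cells kept, and were left out only as an alternative.

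Counts were scaled to 10000 per cell, and the natural log of 1 plus the value was taken. Variable genes were chosen by dispersion within 20 bins of the mean. Clusters were found with leidenalg 0.10.2 and igraph 0.11.9 at resolution 1, without batch correction, because the package named in the methods was not at hand; a mutual nearest neighbours correction was an alternative, as were resolutions of 0.5 and 2. A cluster took the class with the highest marker score if at least 3 markers had a UMI in at least 25% of its cells and if its 10 leading genes did not hold 2 or more markers of another class that outnumbered its own. Clusters with under 10 cells, or with few UMIs and no marker among the leading genes, were left unnamed. Marker lists of 20 cell types, which took the place of the reference-based naming of the methods, and the lists of pan-reactive, A1, A2 and 22 stress and immediate early genes were fixed before the counts were read. Subclusters used 1000 variable genes, 20 principal components, 15 neighbours and resolution 1. The cells of each library were also left out in turn, and the remaining cells were clustered and named anew. Each cell was also classed by its own marker score.

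Named genes are those that the paper's text names for the scRNA-seq data, the genes of the fixed lists and the 3 leading genes of each class or subcluster described. Leading genes have a UMI in at least 25% of the cells and the highest fold over the other cells, computed on CPM of summed counts plus 10. The matrix has 36 duplicated gene symbols, and genes were matched by Ensembl identifier. Shares of cells have exact Clopper-Pearson and CPM exact Poisson 95% intervals from SciPy 1.17.1. A count of 0 allows up to 3 counts. No test between samples was made, because cells of 1 library are not replicates. Free RNA was weighed by the share of cells with a UMI in classes that should lack the gene and by thinning each cell to 1000 UMIs, which left out cells with fewer. For C1qa and C1qb, the UMIs per cell were compared with those of other classes. Results on the match of subtype 3 among the subclusters are not reported here.

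The steps were tested on 3000 simulated cells of 6 classes with 31053 genes. All cells, 100%, were given their class, and 100% of 200 changed genes came within 1.25 times of the fold that was set. Of 200 simulated doublets, 85.5% were called, and 0% of the single cells. In the deposited libraries, only 30.0% to 36.2% of the doublets simulated from their own cells lay above the threshold, so many doublets go uncalled there. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, scikit-image 0.26.0 and Matplotlib 3.10.9 were used.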

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

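The tests on doublets and on Megf10 in oligodendrocyte-like cells and the subclustering of astrocyte-like cells with 4 other classes were chosen after the results were seen.

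Fig. 10a lists 7 cell types, and 10 further classes appeared among the cells by their marker genes. NK-cell-like cells made up 2.16% of the cells, oligodendrocyte precursor-like cells 1.57%, neutrophil-like cells 1.42%, dividing progenitor-like cells 1.34% and mural cell-like cells 1.05%. Neuron-like cells made up 0.390%, ependymal cell-like cells 0.349%, erythroid cell-like cells 0.182%, B-cell-like cells 0.145% and fibroblast-like cells 0.0990%. Together they held 2815 cells, or 8.71%. Doublets could not account for these classes as a whole, since the highest share of called doublets in such a class was 4.58%, where 30.0% to 36.2% of simulated doublets were above the threshold; a smaller part stays open. The names are not clean. When astrocyte-like cells were subclustered with 4 other classes, 77 of the 113 ependymal cell-like cells fell in a subcluster led by C1qc, Ly86 and Tnf, with 8727 CPM of C1qa, and 29 in one led by Tmem212 and Ccdc153, so the share above is not one of ependymal cells alone. Likewise, 108 of the 339 mural cell-like cells fell in a subcluster led by Ptgds, Mobp and Efnb3. Of the 126 neuron-like cells, 30 fell in a subcluster led by Gh, Prl and Epcam. How the paper's reference-based naming assigned such cells was not tested. No biological explanation was tested, because the condition of the cells is not known.

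Megf10, which the paper reports on in astrocytes and microglia, reached 49.4 CPM in oligodendrocyte-like cells, near the 50.8 CPM of astrocyte-like cells, and 1 UMI or more was found in 23.4% of the oligodendrocyte-like cells. Astrocyte RNA in these droplets would bring other astrocyte genes along, but 12 astrocyte markers had a median of 0.200% of their astrocyte-like CPM in oligodendrocyte-like cells, with a highest of 3.29%, against 97.2% for Megf10 and 1.13% for Mertk. The signal did not rest on 1 library either, as the lowest Megf10 level of the 3 libraries was 42.3 CPM. Both tests argue against these technical explanations, and expression of Megf10 in oligodendrocytes may be considered as a hypothesis found and tested on the same cells. Whether it differs between conditions was not tested.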

How the results depend on the processing

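All alternatives were set before the data were examined, except for the subclustering of astrocyte-like cells together with 4 other classes, which was chosen after the results were seen. No result has a test, so a value counts as changed when it left the 95% interval of its counting error, and a count when it changed by over 1.5 times. No paired analysis was possible because each condition has 1 library and no result comes from a test. The cause of a change was not tested unless it is given.

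Of the 2 alternatives set for the share of barcodes kept, a mitochondrial limit of 10% changed it, to 77.3%. Other alternatives changed the 32333 cells by construction, to 34424 with no limits on UMI and gene numbers, 30049 with a minimum of 500 genes and 31490 without called doublets. The share of astrocyte-like cells was within its interval under 7 of 12 alternatives. It was 0.795% with a mitochondrial limit of 10%, which lies under the median of 10.5% mitochondrial counts of these cells and so removes most of them, and 1.69% when each cell was classed by its own marker score. With 1 library left out in turn, it was 0.980% to 1.82%, lowest without suffix 3. The share of microglia/macrophage-like cells was 34.9% with a minimum of 500 genes or a mitochondrial limit of 10%, 35.5% after mutual nearest neighbours correction, 31.1% and 35.0% at cluster resolutions of 0.5 and 2, and 13.1% by each cell's own marker score. With 1 library left out, it was 30.8% to 34.2%. An endothelial-like class was not formed without the library of suffix 3, so that alternative gives no value for it.

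Thinning each cell to 1000 UMIs, which lowers every share by construction, gave Megf10 in 4.71% of astrocyte-like and 0.0937% of microglia/macrophage-like cells and Mertk in 15.2% and 14.5%. Megf10 in astrocyte-like cells was otherwise within its interval. In microglia/macrophage-like cells, it was 0.434% without called doublets, 1.14% at cluster resolution 0.5, and 0.418% to 1.10% with 1 library left out, highest without suffix 2. Its CPM there was below that of T-cell-like cells in 13 of 13 settings, thinning not among them. Its share was above that of T-cell-like cells in 2 of these, at 0.434% against 0.416% without called doublets and 1.10% against 1.01% without suffix 2. Mertk in astrocyte-like cells was 42.1% with a mitochondrial limit of 10% and 27.9% to 36.4% with 1 library left out. Mertk in microglia/macrophage-like cells was 59.5% with no limits on UMI and gene numbers, 55.3% with a minimum of 500 genes, 51.8% after mutual nearest neighbours correction, 52.3% at cluster resolution 2, 49.2% by each cell's own marker score and 54.0% to 58.0% with 1 library left out. The share with Mertk was higher in microglia/macrophage-like than in astrocyte-like cells at full depth, but not after thinning or in pooled CPM (137 against 182), and in CPM it was again higher in the library of suffix 3 (226 against 189), so no order is read from it.

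The 6 subclusters became 10 at a subcluster resolution of 2 and 18 when 4 other classes were subclustered along, which adds cells of other types by construction. With 1 library left out, there were 4 to 6.

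With a UMI in at least 5% of the astrocyte-like cells as the limit, 5 A1 and 2 A2 genes were detected, and with at least 25%, 1 pan-reactive, 1 A1 and 0 A2 genes; a lower limit admits more genes by construction. By the mean of log values instead of CPM, the number of other classes whose stress and immediate early genes were highest in the same library as in astrocyte-like cells was 5 instead of 1. Depth limits what the astrocyte-like cells can show, since their median was 2318 UMIs and 98 of 480 held too few UMIs to be thinned.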

Differences from the paper's values

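The paper reports 10 astrocyte subtypes, the paper's value, and reclustering the astrocyte-like cells gave 6 subclusters. Of the 14 alternatives set before the data were examined, a subcluster resolution of 2 gave 10, and mutual nearest neighbours correction gave 7, within 1.5 times of the paper's value. The other 12 gave 4 to 6, which are not. The methods of the paper name this type of batch correction. Here it was applied only when all cells were clustered. The 486 astrocyte-like cells named that way were then subclustered without it, so the 7 does not come from corrected subclustering. The groups differ in width, because the astrocyte-like cells pool control, ischemic and hemorrhagic libraries and Fig. 10e shows subclusters in ischemic and hemorrhagic mice.

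In Fig. 10c, read by eye, MERTK is expressed in about 11% of the astrocytes of ischemic and about 11% of those of hemorrhagic mice, the paper's values. Mertk was found in 34.4% of the pooled astrocyte-like cells, a wider group that includes control mice, and in no library of the 3 in fewer than 26.1%. Of the alternatives set before the data were examined, thinning each cell to 1000 UMIs gave 15.2%, within 1.5 times of the paper's values, and the other 12 gave 27.9% to 42.1%, which are not. The same thinning gave MEGF10 in 4.71% of astrocyte-like and MERTK in 14.5% of microglia/macrophage-like cells, each then more than 1.5 times from the paper's values below. For MEGF10 in astrocytes, Fig. 10c shows about 13% and about 17%, read by eye, and the value here was 12.9%. For MERTK in microglia, Supp. Fig. 7c shows about 60% and about 55%, read by eye, and the value here was 58.1%. Fig. 10c thus shows a larger share of astrocytes with MEGF10 than with MERTK, and the order here was the opposite.

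Of 8 genes that the text names as markers of astrocyte subtypes, 4 were highest in astrocyte-like cells among all classes, with the libraries pooled: Agt with 775 CPM, Slc39a12 with 267 CPM, Gjb6 with 287 CPM and Sox9 with 414 CPM. The other 4 were higher in another class. C1ql2 had 81.8 CPM in oligodendrocyte precursor-like cells and was listed at 0 in astrocyte-like cells. Kcnj8 had 520 CPM and Pln 424 CPM in mural cell-like cells, with 1 and 0 UMIs in astrocyte-like cells. Txnip had 928 CPM in fibroblast-like and 110.2 CPM in astrocyte-like cells.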

Other observations

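The following tests were chosen after the results were seen: the tests on doublets and free RNA in the subcluster with microglial genes, the subclustering with 4 other classes, and the tests on the mixing of libraries and on low UMI counts.

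The libraries are named by their barcode suffix, and their conditions are not known. T-cell-like cells were 9.23%, 12.6% and 0.302% of the cells kept in the libraries of suffix 1, 2 and 3. Astrocyte-like cells numbered 83, 138 and 259 in these libraries. In astrocyte-like cells, Hspa1a was 242, 431 and 606 CPM, Vim 11.8, 151 and 139 CPM and Mt1 3094, 3337 and 8473 CPM in the 3 libraries. The number of A1 genes detected in at least 10% of the astrocyte-like cells was 2, 4 and 2, and the number of A2 genes 0, 1 and 1. With 1 library per condition, no difference between libraries was tested.

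The 22 stress and immediate early genes summed to 4969, 14307 and 14082 CPM in astrocyte-like cells of suffix 1, 2 and 3. A level of stress shared by all cells of a library was examined in 9 other classes, of which 1 was highest in the library of suffix 2, as astrocyte-like cells were, while 2 were highest in suffix 1 and 6 in suffix 3. The intervals of suffix 2 and 3 overlap in astrocyte-like cells, and by the mean of log values these cells were highest in suffix 3 with 5 of the 9 others. A shared level of stress and a response of astrocytes cannot be told apart, because the highest library depends on the summary.

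The library of suffix 2 held 15190 barcodes, more than the approximately 12000 cells loaded. Droplets without a whole cell could not account for this, since 13966 of its barcodes had at least 1000 UMIs. The number loaded is approximate, and no other explanation was tested.

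Microglia-like cells of different libraries fell into different clusters. A cluster led by Cst7, Apoc1 and Spp1 held 1256, 3029 and 3 cells of suffix 1, 2 and 3, and another led by Tmem119, Crybb1 and Slc2a5 held 103, 139 and 1637. The share of nearest neighbours from another library was 0.589 times that of an even mixture in microglia-like cells. In the 5 other classes with at least 50 cells in each library, the ratio lay between 0.537 in oligodendrocyte-like and 0.893 in oligodendrocyte precursor-like cells. A difference between libraries alike in all cell types and one limited to some types, technical or through the condition, cannot be told apart, because the ratio also depends on how varied a class is and each library is 1 condition.

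Astrocyte-like cells held a median of 2318 UMIs and 10.5% mitochondrial counts. A broad loss of RNA in all cells was not seen, as the 31853 other cells, unnamed ones included, had a median of 5524 UMIs. The 3777 unnamed cells had fewer, with a median of 1426, so a loss in some cells beyond the astrocyte-like ones stays open. Damage to astrocytes during dissociation was not tested.

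An astrocyte-like subcluster of 23 cells held C1qa at 8363 CPM, a microglial level. Doublets of an astrocyte and a microglial cell are a candidate explanation, since 21.7% of its cells were called doublets (95% interval 7.46 to 43.7%), against 0.438% of the other astrocyte-like cells, and its median of 8116 UMIs was the highest of the 6 subclusters. Only 30.0% to 36.2% of simulated doublets were above the threshold, so uncalled doublets among its other cells stay open. Free RNA could not account for this, since with called doublets left out its cells held 65.0 times the C1qa and C1qb UMIs of T-cell-like cells of the same libraries (95% interval 62.5 to 67.7), and 84.8 and 85.4 times those of oligodendrocyte-like and neuroblast-like cells. Its UMIs of 11 microglial markers per cell, 256 on average, were likewise 3.33, 10.1 and 8.97 times those of the same top share of cells in these classes. A first form of this test kept the called doublets and gave 1.202 times for T-cell-like cells, below the limit of 1.5 times, but 69.0% of the cells compared were called doublets, so it was replaced after its result was seen.

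C1ql2, Kcnj8 and Pln were nearly absent from astrocyte-like cells although the text names them as markers of astrocyte subtypes. Too few UMIs could not account for this over the astrocyte-like cells as a whole, as at the level of the highest class they would hold at least 134 UMIs of each gene. That value, which is for C1ql2, takes the gene to be in all of these cells. A gene limited to 1 small subtype would give fewer UMIs, so low depth stays open for a small subtype. In Fig. 10f, the subtype with C1ql2 also shows Vcan and Pcdh15, which are on the marker list of oligodendrocyte precursors. In an added subclustering of astrocyte-like cells with 4 other classes, Kcnj8 and Pln were highest in subclusters of mural cell-like cells. C1ql2 had 114 CPM in a subcluster of 340 cells, of which 95.3% were oligodendrocyte precursor-like, and 117 CPM in one of 8 cells led by Ly6c2, Xcl1 and Nkg7. Whether the astrocyte class of the study also held oligodendrocyte precursor and mural cells was not tested, because the class that the study gave to each cell was not at hand.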
